# Distinct transcriptomic and epigenomic modalities underpin human memory T cell subsets and their activation potential

**DOI:** 10.1038/s42003-023-04747-9

**Published:** 2023-04-03

**Authors:** James R. Rose, Bagdeser Akdogan-Ozdilek, Andrew R. Rahmberg, Michael D. Powell, Sakeenah L. Hicks, Christopher D. Scharer, Jeremy M. Boss

**Keywords:** Epigenetics in immune cells, Molecular biology

## Abstract

Human memory T cells (MTC) are poised to rapidly respond to antigen re-exposure. Here, we derived the transcriptional and epigenetic programs of resting and ex vivo activated, circulating CD4^+^ and CD8^+^ MTC subsets. A progressive gradient of gene expression from naïve to T_CM_ to T_EM_ is observed, which is accompanied by corresponding changes in chromatin accessibility. Transcriptional changes suggest adaptations of metabolism that are reflected in altered metabolic capacity. Other differences involve regulatory modalities comprised of discrete accessible chromatin patterns, transcription factor binding motif enrichment, and evidence of epigenetic priming. Basic-helix-loop-helix factor motifs for AHR and HIF1A distinguish subsets and predict transcription networks to sense environmental changes. Following stimulation, primed accessible chromatin correlate with an augmentation of MTC gene expression as well as effector transcription factor gene expression. These results identify coordinated epigenetic remodeling, metabolic, and transcriptional changes that enable MTC subsets to ultimately respond to antigen re-encounters more efficiently.

## Abstract (web summary)

An integrated analysis uncovers transcriptional and epigenetic differences of human circulating memory T cell subsets and identifies unique transcription factor networks associated with memory subset differentiation.

## Introduction

Memory T cells (MTC) arise after a naïve T cell responds to an initial interaction with antigen and play an essential role in mounting a robust secondary response upon reinfection. These cells, composed of both CD4 and CD8 expressing T cells, exhibit enhanced effector functions and a heightened response to subsequent activations with antigen^1^. Human MTC are extremely long-lived, with one study finding antigen-specific T cells still detectable in individuals 75 years after vaccination, suggesting a capacity for self-renewal not seen in shorter-lived effector cells^2^. Naïve and memory CD4^+^ and CD8^+^ T-cell subsets are commonly subdivided based on cell surface expression of CCR7, CD45RA, and CD62L into naïve (Nav, CCR7^+^CD45RA^+^), central memory (T_CM_, CCR7^+^CD45RA^–^), effector memory (T_EM_, CCR7^–^CD45RA^–^), and terminally differentiated effector memory (T_EMRA_, CCR7^–^CD45RA^+^)^3,4^. CCR7 and CD62L are highly expressed in T_CM_ and naïve T cells and enable cellular homing to secondary lymphoid organs. T_EM_ exhibit lower expression of both CCR7 and CD62L and are thought to instead localize to inflamed tissues where they exhibit a higher degree of effector function^5^. Additionally, naïve T cells can be separated from T_EM_ and T_CM_ cells by higher expression of the CD45RA isoform^6^, which is downregulated in T_CM_ and T_EM_ cells. However, a subset of effector-memory-like human CD8^+^ T cells in the blood express high levels of CD45RA (CCR7^–^CD45RA^+^) while simultaneously expressing effector function genes such as *GZMB* and *PRF1* (encoding granzyme B and perforin, respectively)^7^. These cells (T_EMRA_) are believed to be highly differentiated effector cells or potentially even senescent versions of effector MTC, which arise after chronic infections with virus^8–10^. Despite their importance in immunological memory, the full spectrum of transcriptional and epigenetic characteristics of these main memory subsets, the transcription factor programs associated with each, and how they play a role in memory responses remains to be fully understood.

Previous studies have profiled various epigenetic and transcriptional aspects of CD8^+^ MTC^11–13^; however, the full phenotypic and epigenetic characteristics of the subsets found within the entire circulating human MTC compartment remains largely under-defined. At the same time, changes to the transcriptomic and epigenetic landscape of T cells after initial activation of naïve cells have been shown to be important in both establishing the differentiated memory subsets, and in rapid recall response upon re-stimulation^14–16^. Understanding how these memory-subset-specific epigenetic changes affect their formation and function upon re-encounter with antigen will ultimately inform more effective therapeutic design.

To better understand the epigenomic parameters of human MTC subsets and how such parameters dictate gene expression, we investigated transcriptional and epigenetic differences between CD4^+^ and CD8^+^ memory cell subtypes (T_CM_, T_EM_, and T_EMRA_) from human blood, as well as in response to ex vivo stimulation. Analysis of changes in mRNA transcripts and chromatin accessibility revealed that MTC share a substantial set of genes expressed at similar levels irrespective of linage and cell subset. Moreover, we observed evidence of a progressive increase in the amount of differentiation from naïve T cells, to T_CM_, and finally to T_EM_ and T_EMRA_ memory populations. One set of genes that were upregulated, included those that reflected changes in metabolic capacity of the MTC subsets. Biochemical analyses confirmed differences in the metabolic capacity of various MTC subsets. Combining gene expression and chromatin accessibility analyses before and after stimulation identified a series of patterned regulatory modalities that may define memory-subset differentiation, as well as increased reactivity in response to secondary activations. Such dynamic regions of chromatin were enriched for motifs known to bind a small group of transcription factors (TFs) from the basic leucine zipper (bZIP), high mobility group (HMG), T-box, and basic helix-loop-helix (bHLH) families. Altogether, these data lay out the full spectrum of transcriptional and epigenetic differences of the primary memory-subset categories found in human blood, while also identifying the unique transcription factor networks associated with memory-subset differentiation and highlighting loci that may be important in establishing a memory cell’s response to activation upon secondary antigen exposure.

## Results

### The shared transcriptional programs of human CD4^+^and CD8^+^ MTC

To define the transcriptional profiles of the major subsets of MTC, naïve, T_CM_, and T_EM_ cells from CD8^+^ and CD4^+^ lineages were FACS separated from the blood of four human donors using CCR7 and CD45RA as distinguishing cell surface markers (Fig. 1a, b**, and** Supplemental Fig. 1a). Naïve T cells were defined as CCR7^+^CD45RA^+^; T_CM_ as CCR7^+^CD45RA^–^; and T_EM_ as CCR7^–^ CD45RA^–^. CD8^+^ T_EMRA_ T cells (CD45RA^+^CCR7^–^), a terminal effector subset was also included for comparison (Supplemental Fig. 1b-c). To elucidate transcriptional differences between naïve and memory subsets RNA-sequencing (RNA-seq) was conducted on sorted populations. The mRNA content of each sorted subset group was assessed for shared and unique transcripts defining MTC from naïve T cells. Relative to their naïve counterparts, T_CM_ and T_EM_ cells exhibited 805 and 1,486 differentially expressed genes (DEG), respectively (Fig. 1c, Supplemental Data 1). Comparing subsets between lineages (CD4^+^ vs. CD8^+^) showed that T_EM_ and T_CM_ cells each shared approximately 30% of their DEG, highlighting conserved relationships between the CD4^+^ and CD8^+^ lineages. Gene ontology analysis of the lineage specific and shared DEG showed that genes shared between lineages were highly enriched for pathways related to T-cell activation, co-stimulation, lymphocyte homeostasis, and cytokine response/production in both T_CM_ (Supplemental Fig. 2a) and T_EM_ subsets (Supplemental Fig. 2b). T_EM_ DEG shared between CD4^+^ and CD8^+^ T cells were also more highly enriched for antigen processing and presentation, as well as GTPase signaling pathways.

**Fig. 1:**
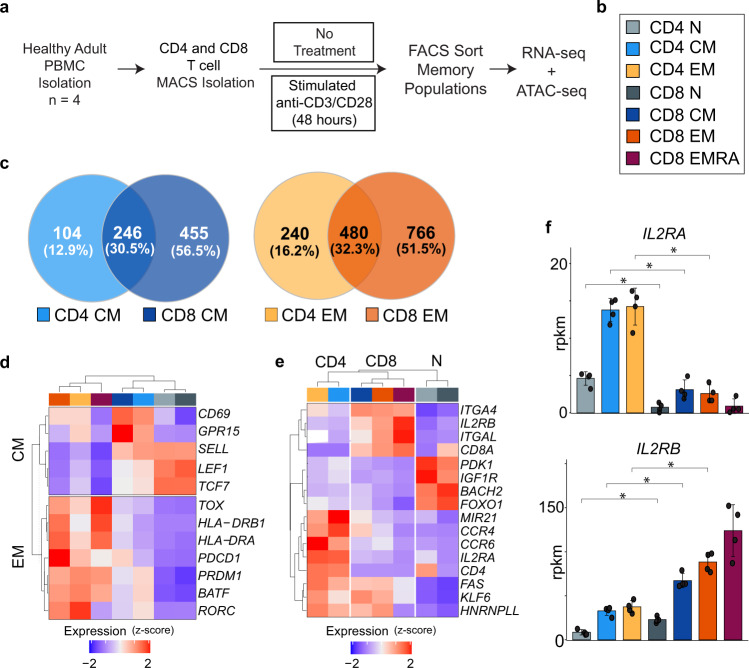
MTC display distinct patterns of shared and differentially expressed genes that define their subsets and lineage. **a** Experimental workflow for isolation, ex vivo stimulation, and sequencing analysis of MTC from human blood samples. **b** Color code of naïve T cell and MTC lineages and subsets used throughout are shown. **c** Venn diagrams representing total number of DEG for T_CM_ and T_EM_ compared to naïve T cells. **d** Heatmap and hierarchal clustering of gene expression for select genes commonly expressed in either T_CM_ or T_EM_ regardless of lineage. **e** Heatmap of lineage-specific gene expression in MTC. **f** Gene expression bar plots (reads per kilobase million, rpkm) for indicated IL-2 receptor genes. Data are plotted as mean ± SD (standard deviation); asterisks indicate DEG (FDR ≤ 0.05) as detected by DESeq2 algorithm. Cell type color codes are shown in (**b**).

Examples of genes expressed in both lineages included the transcription factors *LEF1* and *TCF7*, which were more highly expressed in both CD4^+^ and CD8^+^ T_CM_ and naïve T cells. *PDCD1*, encoding PD-1, and MHC class II genes encoding HLA-DR were expressed higher in T_EM_ cells of both lineages (Fig. 1d). Other genes exhibited lineage-specific expression patterns, including integrins (e.g., *ITGAL*/CD11a, *ITGA4*/VLA4), which were expressed more highly in CD8^+^ MTC; whereas the chemokine receptors *CCR4* and *CCR6*, which have been implicated in homing to specific peripheral tissues such as the skin^17,18^, were more expressed in CD4^+^ MTC (Fig. 1e). Lineage-specific DEG encoding components of the interleukin-2 receptor (IL2R)^19^ were also observed, with CD4^+^ MTC expressing higher levels of the α chain (*IL2RA*, Fig. 1f), while CD8^+^ MTC expressed considerably higher levels of *IL2RB* (Fig. 1f). These differences emphasize the fact that while all MTC share important gene pathways, which make them unique from naïve cells, transcriptional differences can also distinguish each lineage and/or subset underlying their distinct immunological functions.

### Resting T_EM_/T_EMRA_ cells exhibit progressively greater transcriptional differentiation from naïve progenitors than T_CM_

A total of 4,943 DEG distinguished naïve cells from CD4^+^ and CD8^+^ MTC subsets. Principal component analysis (PCA) of these DEG indicated that the bulk of this variation separated naïve T cells from T_CM_, T_EM_, and T_EMRA_ subsets (Fig. 2a). Differentiation from naïve cells showed progressive increases in both up and down DEG from T_CM_ to T_EM_ in both CD4^+^ and CD8^+^ T cells and finally to T_EMRA_ in CD8^+^ T cells subsets (Fig. 2b). Fold-change levels of DEG in CD8^+^ T-cell memory subsets were compared using hexagonal “tri-wise” visualization (Fig. 2c)^20^. These plots contain three axes corresponding to each subset and each radiating axis represents fold-change levels. DEG that fall directly on each axis represent those expressed exclusively by that subset, while those sharing high fold-change levels across two groups relative to the third subset fall midway between spokes. This analysis revealed that many of the DEG with highest fold change were shared between T_EM_ and T_EMRA_ subsets but absent in T_CM_ cells. Overlaying genes from several gene ontology gene sets relevant to MTC showed that genes involved in pathways related to cell cytotoxicity as well as NK-related genes involved in cell killing were exclusively upregulated in T_EM_ and T_EMRA_ subsets (Fig. 2d). Alternatively, a custom gene set representing genes expressed by stem-like T cells derived from Hudson et al. ^21^, as well as gene ontology gene sets representing the WNT-beta catenin pathway were highly upregulated in the T_CM_ subset relative to either effector subset (Fig. 2d).

**Fig. 2:**
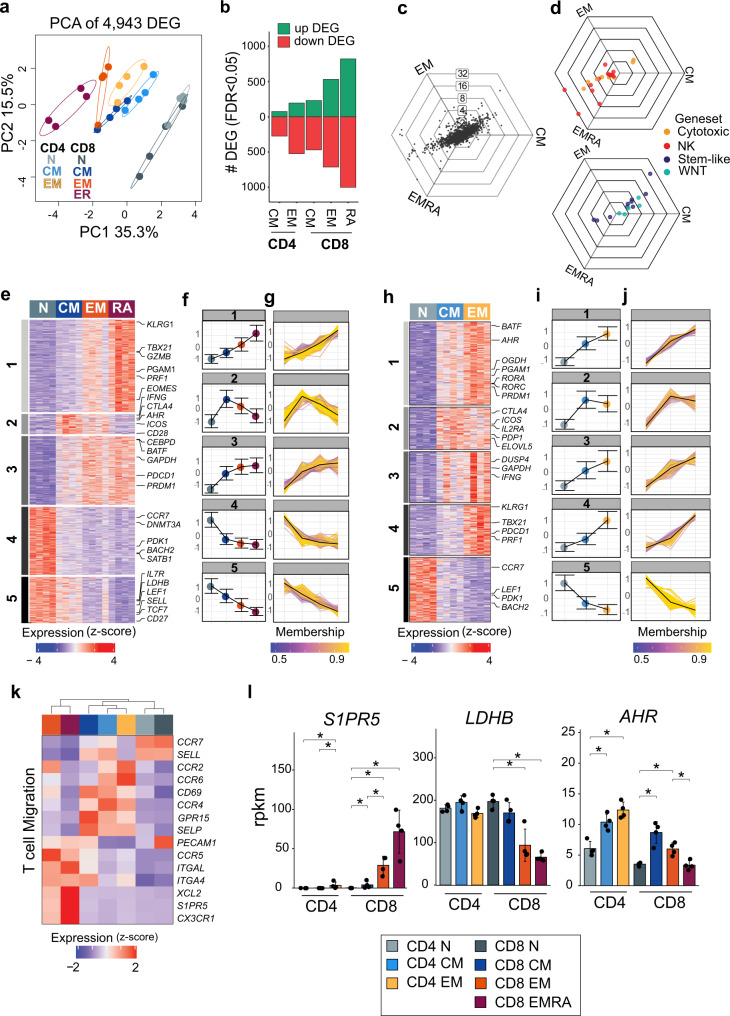
Resting MTC subsets in peripheral blood show progressive levels of differentiation from naïve. **a** Principal component (PC) analysis plot of DEG from RNA-sequencing data showing each sample separated by first two components. **b** Bar plot representing number of up and downregulated DEG for each memory subset compared to naïve T cells. **c** Three-way representation of DEG expression between CD8^+^ T_CM_, T_EM_, and T_EMRA_. Each dot represents a single DEG; dots falling directly on an axis represent exclusive upregulation in each group, and concentric rings represent degree of log_2_-fold-change differences between groups. **d** Overlay of C with genes belonging to two gene sets (NK cell and cytotoxicity) upregulated in CD8^+^ T_EM_ and T_EMRA_ cells, or genes representing WNT-Beta catenin and stem-like T-cell expression are upregulated in CD8^+^ T_CM_ cells. **e,** **h** Heatmaps showing DEGs in CD8 + or CD4 + naïve and memory subsets clustered by fuzzy c-means clustering. Highlighted examples for each module are listed. **f,** **i** Line plots showing mean expression of all genes in each cluster by subset (error bars represent ±1 SD). **g,** **j** Line plots showing expression of individual genes in cluster colored by membership score for respective cluster. Average across modules shown by black line. **k** Heatmap of selected genes representing differences in expression of migration-related genes. Data represents the mean expression of each cell subset. **l** Gene expression bar plots showing reads per kilobase million (rpkm) for the indicated genes. Data are plotted as mean ± SD; asterisks indicate DEG as detected by DESeq2 algorithm.

Fuzzy c-means clustering of the DEG was used to identify gene modules across the CD8^+^ and CD4^+^ MTC subsets. Fuzzy c-means clustering allows genes to be assigned membership to multiple overlapping clusters before an ultimate single cluster classification is determined by ranking the magnitude of membership score for that gene. This analysis identified five distinct modules of gene expression programs within the DEG of CD8^+^ T cells across all memory subsets (Fig. 2e, Supplemental Data 2). Modules 1 and 3 corresponded to genes that were upregulated in CD8^+^ T_EM_ and T_EMRA_ cells compared to naïve T cells. Gene ontology analysis showed that genes in module 1 were most highly expressed in T_EMRA_ cells and enriched for pathways related to cell killing, cytolysis, and innate immune response (Supplemental Fig. 3a). Module 3 genes were expressed equally in CD8^+^ T_EM_ and T_EMRA_ cells and enriched for pathways related to apoptosis, MAPK activity, and tyrosine kinases (Supplemental Fig. 3b). Modules 4 and 5 represented genes repressed in CD8 + T_EM_ and T_EMRA_ subsets but more highly expressed in naïve or T_CM_ cells (Fig. 2f) with individual genes plotted and colored according to cluster membership (Fig. 2g). These were enriched for DNA methyltransferases such as DNMT3A or pathways related to T-cell differentiation, respectively (Supplemental Figs. 3c, d). Module 2 contained fewer genes than any of the other modules and included those expressed in both CD8^+^ T_CM_ and T_EM_ memory subsets with low expression in both naïve and T_EMRA_ cells. This module was highly enriched for pathways related to T-cell receptor activation, co-stimulation, and IL-2 production (Supplemental Fig. 3e).

Applying the same clustering method to CD4^+^ subsets showed a similar pattern of clustering with five total gene modules (Fig. 2h, i, Supplemental Data 3) with individual genes plotted (Fig. 2j). Modules 1, 3, and 4 were most highly expressed in CD4^+^ T_EM_ cells (Fig. 2i) but showed differences in gene ontology pathway enrichment (Supplemental Fig. 3f-h). These included secretory granules and carbohydrate metabolism (module 1), cytokine secretion, and T-cell activation (module 3), and MAP Kinase activity or cytolysis (module 4). The expression of genes in module 5 was highest in CD4^+^ naïve T cells and contained similar gene set enrichments to module 5 in CD8^+^ MTC (Supplemental Fig. 3i), including self-renewal related transcription factors, such as *LEF1*. Module 2 was expressed in both CD4^+^ T_CM_ and T_EM_ subsets as in the CD8^+^ lineage. Pathway enrichment for this module showed enrichment for several metabolism-related pathways including cofactor and lipid biosynthesis (Supplemental Fig. 3j). As with CD8^+^ MTC, important co-stimulatory/co-inhibitory molecules, such as CTLA4 and ICOS, were also present in CD4^+^ module 2 and expressed by both T_CM_ and T_EM_ subsets. Thus, both CD4^+^ and CD8^+^ lineages showed a progression of increasing gene expression changes relative to naïve in T_CM_, T_EM_, and finally T_EMRA_ MTC subsets.

### MTC subsets exhibit distinct migration and metabolism characteristics

Contained within the above modules were genes representing the potential for important functional differences across MTC subsets, including genes involved in T-cell migration and metabolism. For example as expected^3^, CD4^+^ and CD8^+^ naïve and T_CM_ cells expressed high levels of both *CCR7* and *SELL* (L-selectin). Whereas CD4^+^ T_CM_ and T_EM_ exclusively expressed *CCR4* and *CCR2* (Fig. 2k). CD8^+^ T_EM_/T_EMRA_ cells had the highest expression of *S1PR5*, which has been shown to be associated with promoting egress of lymphocytes from secondary lymphoid organs or bone marrow (Fig. 2l)^22^. MTC in general were found to have upregulated a greater number of metabolism-related genes compared to resting naïve T cells (Fig. 3a). Subset-specific differences were observed in expression of genes responsible for fatty acid metabolism, glycolysis, and oxidative phosphorylation (Fig. 3a). Many of these genes relate to the regulation of acetyl CoA or lactate metabolism as exemplified by expression differences of the genes *PDK1*, *PDP1*, and *LDHB*. For example, in CD8^+^ T_EM_ and T_EMRA_ cells (Fig. 2j), *LDHB*, which encodes lactate dehydrogenase enzyme subunit B has been previously associated with aerobic glycolytic metabolism in effector T cells, as well as in cancer^23,24^.

**Fig. 3:**
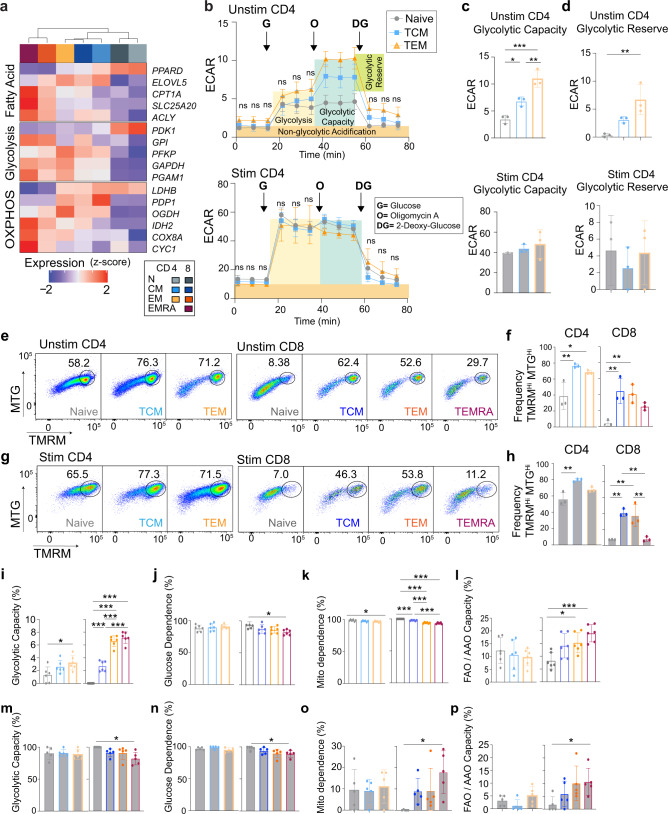
MTC subsets exhibit distinct metabolic features. **a** Heatmap of selected genes representing differences in metabolism. Data represent the mean expression of each cell subset. **b** Line plot showing Seahorse-derived ECAR data (mpH / min / 10^5^ cells) over time for unstimulated and stimulated naïve, T_CM_, and T_EM_ CD4^+^ T cells. Shaded regions indicate regions of metabolic relevance as labeled. Arrows indicate time of inhibitor addition (G, glucose; O, oligomycin; and DG: 2-deoxy-glucose). **c,** **d** Bar plots showing glycolytic capacity and glycolytic reserve calculated for unstimulated and stimulated CD4^+^ T cells, respectively. Error bars indicate ±SD. **e** Representative flow cytometry plots showing gating strategy for unstimulated cells using MitoTracker green (MTG) and tetramethylrhodamine methyl (TMRM). **f** Bar plots showing frequency of MTG^HI^TMRM^HI^ cells in naïve and MTC subsets. **g** Flow cytometry plots as in (**e**) for stimulated cells. **h** Bar plots showing frequencies as in (**f**). Bar plots showing metabolic attributes calculated from SCENITH data as indicated for unstimulated (**i**–**l**) and stimulated (**m**–**p**) cell types. Error bars indicate ±SD. For all experiments, 3–6 independent samples were analyzed. One-way ANOVA, with multiple comparisons were used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001.

Several assays to measure and compare the metabolic states of naïve and MTC were performed. Using the Seahorse-based Glycolysis Stress Test assay on unstimulated CD4^+^ T-cell subsets, an extracellular acidification rate (ECAR) was determined (Fig. 3b). In response to glucose, CD4^+^ MTC did not exhibit a significant difference in glycolysis; however, T_CM_ and T_EM_ populations showed significantly higher glycolytic capacity (Fig. 3c) and glycolytic reserve (Fig. 3d) compared to naïve CD4^+^ T cells, suggesting that they have higher potential to increase ATP production via glycolysis under stress or other physiologically energy-demanding conditions. Anti-CD3/CD28 bead stimulated CD4^+^ T-cell subsets showed an elevated level of glycolysis compared to unstimulated cells, which was consistent with metabolic reprogramming phenomena in response to stimulation (Fig. 3b). No significant difference between the stimulated MTC subsets regarding glycolysis, glycolytic capacity, or glycolytic reserve was observed, suggesting that regardless of subset, CD4^+^ MTCs can achieve similar glycolytic metabolic rates.

Due to the limitations in obtaining purified subset cell numbers, we could not perform a similar set of assays on CD8^+^ T cells. Instead, two flow cytometry-based assays were used to assess oxidative phosphorylation (OXPHOS) and fatty acid metabolic states of both the CD4^+^ and CD8^+^ T cells (Fig. 3e–h). In the first assay, cells were stained with MitoTracker Green (MTG), a mitochondrial specific dye that provides a relative assessment of mitochondrial mass, and tetramethylrhodamine methyl (TMRM), an OXPHOS marker that accumulates in functional mitochondria caused by differential membrane potential^25,26^. Unstimulated T_CM_ and T_EM_ populations had higher frequencies of cells with highly functional mitochondria (MTG^Hi^ and TMRM^Hi^) compared to naïve populations in both CD4^+^ and CD8^+^ T cells (Fig. 3f). Stimulated CD4^+^ and CD8^+^ T_CM_ and CD8^+^ T_EM_ subsets also had higher frequency of cells with functional mitochondria than naïve populations (Fig. 3h). In contrast, a lower percentage of CD8^+^ T_EMRA_ had functional mitochondria and this number decreased when the cells were stimulated, which is consistent with previous studies showing mitochondrial impairment of this population^9,27^.

In a second assay, we performed the single cell energetic metabolism by profiling translation inhibition (SCENITH) assay that measures metabolism of individual cells based on relative translation rates and the incorporation of the puromycin into elongating ribosomes in the presence and absence of metabolic pathway inhibitors to assess glycolysis, OXPHOS, or fatty acid metabolism^28^ (Fig. 3i–p). The SCENITH data confirmed the Seahorse results showing that unstimulated CD4^+^ T_EM_ had higher glycolytic capacity than the naïve CD4^+^ T cells (Fig. 3i). In addition, all CD8^+^ MTC showed higher glycolytic capacity than the naïve CD8^+^ T cells. Glucose dependence; however, was significantly lower in only CD8 T_EMRA_ (Fig. 3j). Overall, unstimulated naïve T cells exhibited more mitochondrial dependence than the MTC (Fig. 3k). Together with the mitochondria staining data, these results suggest that the unstimulated MTC subsets have elevated OXPHOS metabolism compared to naïve populations, a finding that is also consistent with the RNA-seq data; however, resting naïve T cells depended on mitochondria more than the MTC subsets. CD8^+^ T_EM_ and T_EMRA_ cells exhibited an elevated fatty acid and amino acid oxidation capacity (FAO and AAO) compared to naïve CD8^+^ T cells (Fig. 3l). In general, when these cells were stimulated they reprogrammed their metabolism to be less dependent on mitochondria and instead increased glycolytic capacity to its maximum (Fig. 3m, n). We did not detect any significant difference in the metabolisms of stimulated naïve, T_CM_ and T_EM_ populations of CD4^+^ and CD8^+^ T cells (Fig. 3m–p). However, CD8^+^ T_EMRA_ cells showed less glycolytic capacity and glucose dependence, but higher mitochondrial dependence and FAO and AAO capacity than naïve CD8^+^ T cells. Taken together these data show the distinct transcriptional differences between naïve and MTC, the resulting functional consequences to cell metabolism and phenotype, and that these differences appear to increase in both number and magnitude as cells differentiate towards an effector-memory phenotype.

### The chromatin landscape of memory subsets correlates with transcriptional differentiation

To determine the extent to which the differences in gene expression were coordinated with changes to the chromatin organization in MTC subsets, the assay for transposase accessible chromatin-sequencing (ATAC-seq)^29^ was performed on the MTC subsets described above. This analysis resulted in the identification of 57,315 differentially accessible regions (DAR) between naïve, T_CM_, T_EM_, and T_EMRA_ cells of both CD4^+^ and CD8^+^ T-cell lineage groups (Supplemental Data 4). 

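Chromatin accessibility at rest was measured in naïve CD4+ T cells, CD4+ T_CM_, CD4+ T_EM_, naïve CD8+ T cells, CD8+ T_CM_, CD8+ T_EM_ and CD8+ T_EMRA_, each sorted from the blood of 4 donors. ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters into open chromatin, so that the number of reads in a region measures how accessible it is. The authors mapped reads to hg38 with Bowtie and called peaks with MACS2, and the deposited values are reads in each peak scaled by the depth of each library, in reads per peak per M reads (rppm). The table held 150433 peaks with a median width of 551 bp, and whole reads could be recovered from every library. Of these peaks, 49.8% lay in introns, 36.5% between genes, 8.3% at promoters (from 1000 bp before to 100 bp after a transcription start site) and 5.4% in exons. Each peak was assigned to the protein-coding gene with the nearest start site, at the coordinates of the deposited table. Reads in peaks per resting library ranged from 1.55 M in the shallowest library of naïve CD8+ T cells to 9.76 M in the deepest library of CD4+ T_EM_. Resting naïve CD4+ T cells are given with n = 3, because 1 column held the same values under a resting and a stimulated label and was left out of both groups. Groups were compared with limma on log2(rppm + 0.5) in 1 fit over all 14 resting and stimulated groups, which tested 150430 peaks. A DAR is a peak with an adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. Means are given with the SD between donors.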

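The promoter of *AIM2*, which encodes a cytosolic DNA sensor, opened in both central-memory populations. Its accessibility was 41.3 ± 9.82 rppm (SD, n = 4) in CD4+ T_CM_ and 3.23 ± 2.41 rppm (SD, n = 3) in naïve CD4+ T cells (chromosome 1, 159076441 to 159077920). It was 45.5 ± 10.1 rppm (SD, n = 4) in CD8+ T_CM_ and 1.92 ± 0.688 rppm (SD, n = 4) in naïve CD8+ T cells. In CD4+ T_EM_, an intron of *ROR2*, which encodes a receptor tyrosine kinase for WNT5A, gained accessibility, at 25.8 ± 6.96 rppm (SD, n = 4) in CD4+ T_EM_ and 0.0933 ± 0.162 rppm (SD, n = 3) in naïve CD4+ T cells (log2 fold change 5.47, standard error 0.36, adjusted p = 2.58e-17). In CD8+ T_EM_, a peak near *S1PR5*, which encodes a sphingosine-1-phosphate receptor of circulating effector cells, rose from 0.132 ± 0.194 to 28.6 ± 12.6 rppm (SD, n = 4). The promoter of the chemokine gene *CCL4* rose from 0.504 ± 0.5 to 37.3 ± 3.33 rppm (SD, n = 4). Regions that closed included the promoter of *PECAM1*, an adhesion molecule gene, in CD4+ T_CM_ (log2 fold change -3.07, standard error 0.39, adjusted p = 5.49e-08), and the promoter of *ZNF667*, which encodes a zinc finger protein, in CD8+ T_EM_ (log2 fold change -5.52, standard error 0.52, adjusted p = 1.61e-12). Over all pairs of the 7 resting populations, 48311 peaks were DAR in at least 1 comparison. The number was 66817 with edgeR and 60144 with DESeq2 on the recovered reads, and 29732 with limma at an absolute log2 fold change over 1.5.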

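Along the first principal component of the resting DAR, naïve CD4+ T cells lay at 0.816 ± 0.009 (SD, n = 3) and naïve CD8+ T cells at 0.666 ± 0.036 (SD, n = 4). CD4+ T_CM_ followed at 0.386 ± 0.052 (SD, n = 4), CD4+ T_EM_ at 0.009 ± 0.135 (SD, n = 4) and CD8+ T_CM_ at -0.022 ± 0.133 (SD, n = 4). CD8+ T_EM_ lay at -0.758 ± 0.086 (SD, n = 4) and CD8+ T_EMRA_ at -0.893 ± 0.102 (SD, n = 4). The scores of CD4+ T_EM_ and CD8+ T_CM_ overlapped, while every library of CD8+ T_EM_ and CD8+ T_EMRA_ lay beyond every library of the other populations. The component held 54.1% of the variance, and the second, which held 16.6%, set naïve CD8+ T cells (0.535 ± 0.055, n = 4) apart from CD4+ T_CM_ (-0.433 ± 0.041, n = 4) and CD4+ T_EM_ (-0.438 ± 0.041, n = 4). Over all 150430 peaks in place of DAR, these shares were 40.2% and 13.9%.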

As with the RNA-seq data, principal component (PC) 1 separated effector-memory subsets (T_EM_, T_EMRA_) from T_CM_ and naïve T cells in a progressive manner (Fig. 4a). 

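Accessibility of CD8+ T_EM_ differed from that of naïve CD8+ T cells of the same donor by a root mean square of 1.022 ± 0.102 on the log2 scale (SD, n = 4 donors), and that of CD8+ T_EMRA_ by 1.073 ± 0.105 (SD, n = 4). The distance was 0.768 ± 0.138 (SD, n = 4) for CD8+ T_CM_, 0.774 ± 0.066 (SD, n = 3) for CD4+ T_EM_ and 0.631 ± 0.043 (SD, n = 3) for CD4+ T_CM_, each from the naïve cells of its lineage. CD8+ T_EM_ and CD8+ T_EMRA_ were 0.509 ± 0.051 (SD, n = 4) apart, about as far as CD4+ T_CM_ from CD4+ T_EM_ (0.508 ± 0.065, n = 4). CD8+ T_EM_ lay farther from naïve cells than CD8+ T_CM_ in 4 of 4 donors, by 0.254 ± 0.051 (two-sided exact permutation test over donors, which at n = 4 cannot give a p under 0.05). Hierarchical clustering of the libraries over the DAR first parted the 8 libraries of CD8+ T_EM_ and CD8+ T_EMRA_ from the other 19. At 3 clusters, the 7 naïve libraries of both lineages separated from the 12 libraries of CD4+ T_CM_, CD4+ T_EM_ and CD8+ T_CM_.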

Hierarchical clustering of the DAR also revealed CD8^+^ effector-memory and naïve T cells as being the most distinct, with central memory and all CD4 MTC subsets sharing more similarity to naïve cells, and CD8 T_EM_/T_EMRA_ cells clustering closely together (Fig. 4b). Differential accessibility at regions that mapped to DEG was found to be positively correlated for each of the memory subsets (Fig. 4c, Supplemental Fig. 4a-b). 

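The promoter of *IFNG*, which encodes interferon gamma, stood at 0.878 ± 0.247 rppm (SD, n = 3) in naïve CD4+ T cells, 7.5 ± 0.665 rppm (SD, n = 4) in CD4+ T_CM_ and 15.6 ± 3.49 rppm (SD, n = 4) in CD4+ T_EM_. In the CD8+ lineage it rose from 2.27 ± 1.62 rppm (SD, n = 4) in naïve cells to 34.5 ± 5.25 rppm (SD, n = 4) in T_EM_. Genes of cytotoxic granules opened in CD8+ T_EM_, where the promoter of *GZMB*, the granzyme B gene, reached 18.5 ± 6.66 rppm (SD, n = 4) against 0.299 ± 0.284 rppm (SD, n = 4) in naïve CD8+ T cells (log2 fold change 4.58, standard error 0.36, adjusted p = 3.08e-15). The promoters of *GZMH*, another granzyme gene, and *GNLY*, which encodes the pore-forming granulysin, rose by log2 fold changes of 4.52 and 3.59, and that of *NKG7*, which encodes a granule membrane protein, by 2.35. An intron of *CX3CR1*, the fractalkine receptor gene, rose from 3.56 ± 1.65 to 40.3 ± 6.38 rppm (SD, n = 4) in CD8+ T_EM_. Peaks near the T-box genes *TBX21* and *EOMES* gained accessibility there by 3.74 and 3.38 on the log2 scale at the peak with the smallest adjusted p. In CD4+ T_EM_, the promoter of *GZMK*, the granzyme K gene, rose to 5.26 ± 1.48 rppm (SD, n = 4) from 0.604 ± 0.27. CD4+ T_CM_ gained accessibility near *ICOS*, a co-stimulatory receptor gene (13.4 ± 3.71 rppm (SD, n = 4) against 0.923 ± 0.434 in naïve cells), and near the chemokine receptor gene *CCR4* (9.34 ± 1.99 rppm (SD, n = 4) against 0.557 ± 0.216). Peaks lost in CD8+ T_EM_ included 1 upstream of *TCF7*, a transcription factor gene of stem-like T cells (log2 fold change -2.23, standard error 0.23, adjusted p = 1.76e-11), and 1 near *CCR7*, the lymph node homing receptor gene (log2 fold change -2.92, standard error 0.26, adjusted p = 1.79e-13). Their promoters did not change, with log2 fold changes of -0.08 and -0.20.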

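Of 376 peaks at 19 cytotoxic effector genes, 9 were higher and 3 lower in CD4+ T_CM_ than in naïve cells (9 and 3 when adjusted over the list alone). The numbers were 61 and 7 in CD4+ T_EM_ (68 and 8 when adjusted over the list alone) and 49 and 9 in CD8+ T_CM_ (52 and 9 when adjusted over the list alone). They were 153 and 7 in CD8+ T_EM_ and 187 and 8 in CD8+ T_EMRA_ (the same numbers when adjusted over the list alone). At 19 genes of naïve and stem-like T cells, which had 1041 peaks, 46, 117, 109, 320 and 358 were lower and 14, 28, 32, 42 and 51 higher in the 5 subsets in that order (52, 129, 126, 324 and 366 lower, and 14, 28, 34, 42 and 51 higher, when adjusted over the list alone). Over the whole genome, CD4+ T_CM_ differed from naïve cells at 6411 DAR, of which 4341 were more accessible, and CD4+ T_EM_ at 13691, of which 8489 were more accessible. CD8+ T_CM_ had 12400 DAR, with 7614 more accessible, CD8+ T_EM_ 26553, with 12703, and CD8+ T_EMRA_ 28854, with 14218. The median absolute log2 fold change over all peaks was 0.23 in CD4+ T_CM_, 0.272 in CD4+ T_EM_, 0.268 in CD8+ T_CM_, 0.339 in CD8+ T_EM_ and 0.346 in CD8+ T_EMRA_. Without replicate 4 the number of DAR fell to 3133 in CD4+ T_CM_ and 8460 in CD4+ T_EM_, and without replicate 3 to 8247 in CD8+ T_CM_. DAR with an absolute log2 fold change over 2 numbered 1136, 3174, 2337, 8315 and 9785. The rise of the cytotoxic list passed limma's camera test with an estimated correlation in CD8+ T_EM_ (adjusted p = 0.0111) and CD8+ T_EMRA_ (adjusted p = 0.00279), and not in CD4+ T_EM_ (adjusted p = 0.204) or CD8+ T_CM_ (adjusted p = 0.261).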

Comparing the magnitude of these differences by fold change of both DEG and nearby DAR showed that gene expression and chromatin accessibility increased in both quantity and intensity in effector-memory cells compared to smaller differences from naïve T cells in central MTC (Fig. 4c). Some examples of DAR near DEG include the *PRF1* locus (Fig. 4d), which was found to have gained accessibility only in effector-memory subsets. 

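*PRF1* (ENSG00000180644.8) encodes perforin, which forms pores in target cells, and lies on chromosome 10 of hg38 from 70597348 to 70602759 on the minus strand. A peak upstream of the gene, from 70610311 to 70611467, stood at 4.43 ± 1.42 rppm in naïve CD8+ T cells (SD, n = 4), 12.8 ± 6.75 in CD8+ T_CM_, 48.4 ± 10.1 in CD8+ T_EM_ and 64.1 ± 9.45 in CD8+ T_EMRA_. In the CD4+ lineage it was 0.448 ± 0.246 rppm in naïve cells (SD, n = 3), 0.427 ± 0.108 in T_CM_ and 6.18 ± 5.63 in T_EM_. The log2 fold change against naïve cells was 2.53 (standard error 0.37, adjusted p = 6.1e-07) in CD4+ T_EM_, 3.34 (standard error 0.34, adjusted p = 1.51e-11) in CD8+ T_EM_ and 3.75 (standard error 0.34, adjusted p = 3.1e-13) in CD8+ T_EMRA_. CD8+ T_CM_ had a smaller gain of 1.36 (standard error 0.34, adjusted p = 0.00368), which did not hold without replicate 3. A second upstream peak, from 70616644 to 70617535, changed in the same subsets, by 2.40 in CD4+ T_EM_, 1.55 in CD8+ T_CM_, 3.66 in CD8+ T_EM_ and 3.76 in CD8+ T_EMRA_, and its gain in CD8+ T_CM_ did not hold without replicate 1. The promoter, from 70601971 to 70604682, rose from 35.3 ± 3.44 rppm in naïve CD8+ T cells to 65.8 ± 3.89 in CD8+ T_EM_ and 77.1 ± 6.39 in CD8+ T_EMRA_. Of 13 peaks at the locus, CD4+ T_CM_ had no DAR against naïve cells and CD4+ T_EM_ had 4, all gains. CD8+ T_CM_ had 2 gains and 2 losses, CD8+ T_EM_ 5 gains and 1 loss, and CD8+ T_EMRA_ 7 gains and 1 loss. From the gains near *PRF1*, the paper states that accessibility was gained in effector-memory subsets, as in its Fig. 4d.

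**Figure D1:**
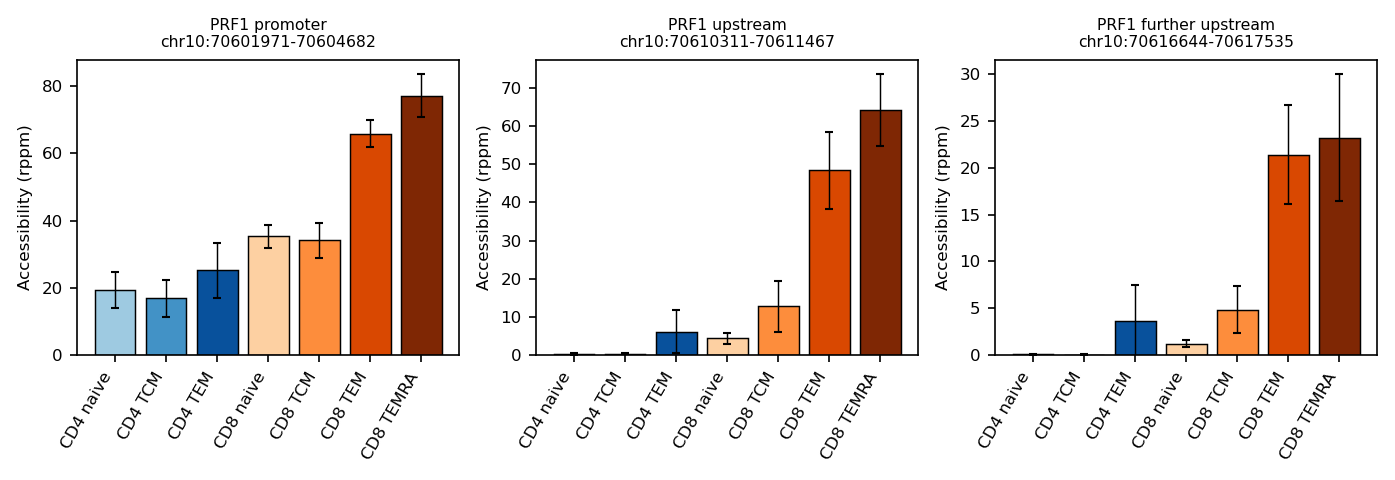
Accessibility of 3 *PRF1* peaks in resting cells. Bars are means in rppm and error bars the SD between donors (n = 3 for naïve CD4 and n = 4 for the other populations), and the upstream peaks are highest in CD8 TEM and CD8 TEMRA.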

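*LDHB* (ENSG00000111716.14), which encodes a lactate dehydrogenase subunit, lies on chromosome 12 from 21635342 to 21757857 on the minus strand. Upstream of its main start site, a peak from 21676642 to 21678166 stood at 26.7 ± 4.08 rppm in naïve CD8+ T cells (SD, n = 4) and 14.3 ± 2.49 in CD8+ T_CM_. It was 3.7 ± 1.32 rppm in CD8+ T_EM_ and 2.3 ± 0.379 in CD8+ T_EMRA_, with log2 fold changes against naïve cells of -2.74 (standard error 0.39, adjusted p = 9.63e-08) and -3.28 (standard error 0.39, adjusted p = 8.57e-10). A neighbouring peak, from 21678476 to 21679387, fell from 9.68 ± 3.14 rppm to 1.98 ± 1.42 in CD8+ T_EM_ and 1.54 ± 0.653 in CD8+ T_EMRA_, changes of -2.13 and -2.32. Compared with CD8+ T_CM_, the pair of peaks changed by -1.86 and -1.89 in CD8+ T_EM_, and the second of these calls did not hold without replicate 4. In CD4+ T_EM_ the first peak was 15.1 ± 3.37 rppm against 31.7 ± 3.37 in naïve CD4+ T cells, a change of -1.06 (standard error 0.42, adjusted p = 0.104), and none of 9 peaks at the locus was a DAR in that subset. Accessibility at the peak over the main start site, from 21656806 to 21658407, was similar in all 7 populations, from 60.6 to 66.4 rppm.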

Alternatively, chromatin at two regions upstream of the *LDHB* gene, which is downregulated in these subsets (Fig. 2j), was found to have decreased in accessibility in the effector-memory T cells (Fig. 4d). In a similar fashion, accessibility around gene loci expressed more highly in naïve or T_CM_ cells, such as genes encoding LEF1 and the G protein coupled receptor GPR15 (involved in T-cell homing), showed lower chromatin accessibility in T_EM_ subsets (Supplemental Fig. 4c and d). 

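*LEF1* (ENSG00000138795.10) encodes an HMG transcription factor of naïve and stem-like T cells and lies on chromosome 4 from 108047545 to 108168956. Its promoter peak, from 108165536 to 108167242, stood at 48.4 ± 7.1 rppm in naïve CD8+ T cells (SD, n = 4), 46.1 ± 3.94 in CD8+ T_CM_, 17.3 ± 7.38 in CD8+ T_EM_ and 14.5 ± 4.22 in CD8+ T_EMRA_. The log2 fold change was -1.55 (standard error 0.23, adjusted p = 3.88e-07) in CD8+ T_EM_ against naïve cells and -1.49 (standard error 0.23, adjusted p = 8.49e-06) against CD8+ T_CM_. A distal peak from 108355391 to 108356462 fell further, by 3.77 in CD8+ T_EM_ and 3.81 in CD8+ T_EMRA_ on the log2 scale, and changed by -1.41 (standard error 0.34, adjusted p = 0.00256) in CD4+ T_EM_. Of 50 peaks at *LEF1*, 2 were lower in CD4+ T_CM_, 13 in CD4+ T_EM_, 8 in CD8+ T_CM_ and 35 each in CD8+ T_EM_ and CD8+ T_EMRA_ than in naïve cells, and none was higher. *GPR15* (ENSG00000154165.5), the homing receptor gene, lies on chromosome 3 from 98531978 to 98534681. Its promoter peak, from 98531704 to 98532121, stood at 1.11 ± 0.989 rppm in naïve CD8+ T cells (SD, n = 4), 3.69 ± 2.48 in CD8+ T_CM_ and 0.922 ± 0.672 in CD8+ T_EM_, and at 0.564 ± 0.449 (SD, n = 3), 2.86 ± 1.42 and 1.93 ± 0.522 in naïve, T_CM_ and T_EM_ cells of the CD4+ lineage. CD8+ T_EM_ were lower than CD8+ T_CM_ at this peak (-1.51 (standard error 0.39, adjusted p = 0.00808)) and at a peak in the exon (98534182 to 98534491, -1.53), calls that did not hold in a fit to those 2 groups alone. None of the 12 peaks at *GPR15* differed between CD4+ T_EM_ and CD4+ T_CM_. Compared with naïve cells, 6 were higher in CD4+ T_CM_, 6 in CD4+ T_EM_, 12 in CD8+ T_CM_, 7 in CD8+ T_EM_ and 4 in CD8+ T_EMRA_, and none was lower.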

Overall CD4^+^ MTC exhibited relatively fewer DAR between T_CM_ and T_EM_ subsets compared to the large number of accessibility changes between CD8^+^ MTC subsets (Fig. 4e), and chromatin accessibility differences between CD8^+^ T_EM_ and terminally differentiated T_EMRA_ were the fewest in number (Fig. 4e). Collectively these data demonstrate that the transcriptional differentiation found in memory subsets is highly correlated with changes to chromatin accessibility.

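Between CD4+ T_EM_ and CD4+ T_CM_, regions near the chemokine genes *CCL5* and *CCL3* were more accessible in T_EM_, at 5.71 ± 2.42 against 0.281 ± 0.332 rppm (SD, n = 4) and 8.45 ± 5.01 against 0.533 ± 0.11 rppm (SD, n = 4), with log2 fold changes of 3.01 and 2.97. Between CD8+ T_EM_ and CD8+ T_CM_, a peak near *ZEB2*, which encodes a transcription factor of terminal effector cells, was 16.6 ± 4.54 rppm (SD, n = 4) in T_EM_ and 0.784 ± 0.413 rppm (SD, n = 4) in T_CM_ (log2 fold change 3.75, standard error 0.45, adjusted p = 4.58e-08). A distal peak, 1037947 bp from the start site of *GATA3*, which encodes a transcription factor of T cell development and type 2 helper cells, was lower, at 0.855 ± 0.416 rppm (SD, n = 4) in T_EM_ and 13.5 ± 0.986 rppm (SD, n = 4) in T_CM_ (log2 fold change -3.42, standard error 0.37, adjusted p = 4.75e-09). Between CD8+ T_EMRA_ and CD8+ T_EM_, the gains included introns of genes for killer cell immunoglobulin-like receptors, which NK cells use to sense HLA class I. *KIR2DL4* rose from 1.25 ± 2.02 to 12.7 ± 6.32 rppm (SD, n = 4) (log2 fold change 3.35, standard error 0.41, adjusted p = 1.31e-05) and *KIR2DL1* and *KIR3DL2* rose by 2.39 and 2.22 on the log2 scale. The losses included *CCL20*, the chemokine gene (log2 fold change -2.59, standard error 0.43, adjusted p = 0.00136), its receptor gene *CCR6* (-2.14) and *DPP4*, which encodes the surface peptidase CD26 (-2.05). At 7 innate-like T cell genes, which include *DPP4*, 4 of 143 peaks were lower and none higher (12 and 0 when adjusted over the list alone). The calls named between CD8+ T_EMRA_ and CD8+ T_EM_ did not hold without replicate 4.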

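At 19 cytotoxic effector genes, 31 peaks were higher and 1 lower in CD4+ T_EM_ than in CD4+ T_CM_ (40 and 1 when adjusted over the list alone), and 92 were higher and 5 lower in CD8+ T_EM_ than in CD8+ T_CM_ (99 and 5 when adjusted over the list alone). At 17 NK cell receptor genes, 9 of 125 peaks were higher in CD8+ T_EMRA_ than in CD8+ T_EM_ and none lower (21 and 0 when adjusted over the list alone, camera with an estimated correlation, adjusted p = 0.0044). Of the 9, 5 were among 6 peaks of *KIR* genes and 4 among the other 119 (6 and 15 when adjusted over each part alone). In all, 1080 peaks differed between CD4+ T_EM_ and CD4+ T_CM_, 922 of them higher in T_EM_, and 8542 between CD8+ T_EM_ and CD8+ T_CM_, 3858 of them higher in T_EM_. CD8+ T_EMRA_ and CD8+ T_EM_ differed at 274 peaks, 134 of them higher in T_EMRA_. The difference between T_EM_ and T_CM_ itself differed between the lineages at 146 peaks, 558 with the donor as a replicate block, and at 2 and 1 peaks without replicate 1 or replicate 4. This number was 837 without 1 shallow library of stimulated CD8+ T_EMRA_, which enters the same fit. It was 874 with edgeR and 1168 with DESeq2. With edgeR and DESeq2 the numbers were 2408 and 2411 for CD4+ T_EM_ against CD4+ T_CM_, 13585 and 12213 for CD8+ T_EM_ against CD8+ T_CM_, and 1020 and 737 for CD8+ T_EMRA_ against CD8+ T_EM_. In fits to only the groups compared, 245 peaks differed between CD4+ T_EM_ and CD4+ T_CM_ and none between CD8+ T_EMRA_ and CD8+ T_EM_. For the latter pair, 7146 of 150430 peaks had an unadjusted p under 0.05 in the limma fit over all groups. That is fewer than the share of 0.05 that chance alone gives. The fit holds the shallow library and no donor term, so this share does not show that the 2 subsets are alike. Without replicate 4, CD8+ T_EMRA_ and CD8+ T_EM_ differed at 4 peaks and CD4+ T_EM_ and CD4+ T_CM_ at 327, and with the donor as a replicate block CD8+ T_EMRA_ and CD8+ T_EM_ differed at 495. Without the shallow library of stimulated CD8+ T_EMRA_, CD8+ T_EMRA_ and CD8+ T_EM_ differed at 793 peaks at rest. The number for CD4+ T_EM_ and CD4+ T_CM_ was then 1895. The share of DAR higher in CD8+ T_EM_ than in CD8+ T_CM_ was 45.2%, and 57.7% once each library was shifted to a common median log2 ratio.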

**Fig. 4:**
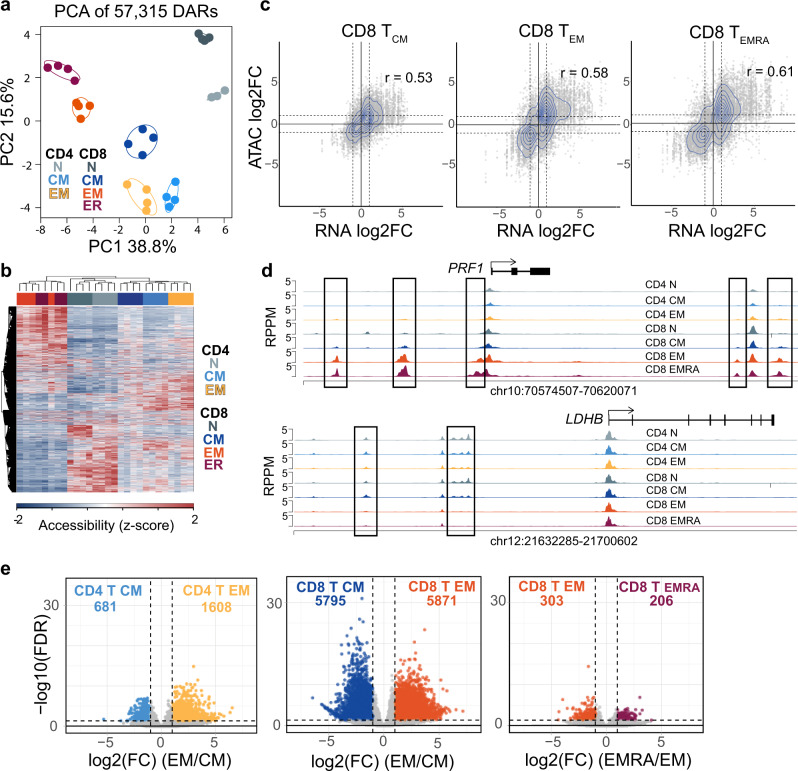
Effector-memory subsets exhibit a greater number of changes to chromatin accessibility compared to central memory subsets. **a** PCA plot of DAR from ATAC-seq data. **b** Heatmap displaying DAR z-score normalized across samples. **c** Scatter plots showing log_2_-fold changes (FC) of MTC subsets vs. naïve T cells of DEG (*x*-axis) mapped to DAR (*y*-axis) for CD8^+^ T_CM_, CD8^+^ T_EM_, and CD8^+^ T_EMRA_. Dotted lines represent ±1 log_2_FC. **d** Genome plots showing the average accessibility levels in each of the memory subsets and naïve T cells at the indicated locus. Data represent the mean of each cell type. DAR are highlighted by boxes. **e** Volcano plots showing DAR that are more accessible in CD4^+^ T_EM_ vs CD4^+^ T_CM_, CD8^+^ T_EM_ vs CD8^+^ T_CM_, and CD8^+^ T_EMRA_ vs CD8^+^ T_EM_. Number of DAR in each direction are totaled at the top of each plot.

### Differentiated chromatin between MTC subsets is enriched for bZIP, HMG, T-box, and bHLH transcription factor motifs

Transcription factors play key roles in orchestrating the global gene expression changes involved in establishing and maintaining cell type differentiation and establishing distinct gene regulatory states^30^. To identify potential transcription factors regulating differentiation of MTC subsets, we analyzed the variation of chromatin accessibility between subsets at sites with known binding motifs for transcription factors in the genome using chromVAR^31^. ChromVAR identifies motifs around which chromatin accessibility varies the most in a given set of samples (in this case cell subsets). 

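Motif deviations are relative to the signal predicted from all resting libraries, corrected with peaks matched for GC content and mean signal. Accessibility at AP-1 sites, which bind JUN, FOS and BATF dimers formed on T cell activation, was -16.19% ± 0.08 in naïve CD4+ T cells (SD, n = 3). In naïve CD8+ T cells it was -14.29% ± 1.29 (SD, n = 4). It was -4.69% ± 1.59 in CD4+ T_CM_, 3.4% ± 1.7 in CD4+ T_EM_, 1.44% ± 2.6 in CD8+ T_CM_, 11.25% ± 3.22 in CD8+ T_EM_ and 11.1% ± 5.24 in CD8+ T_EMRA_ (SD, n = 4 each). Of 15 motifs scanned as consensus sequences in the central 250 bp of each peak, AP-1 (20679 peaks) had the largest SD of the z score over resting libraries, 12.48. By the SD of the percent deviation, T-box ranked above AP-1 (12.54 against 10.54). By z score, the T-box motif (2519 peaks), which T-BET and EOMES bind, followed at 6.76, and the LEF1 and TCF7 motif (3250 peaks) at 6.56. The motif of the insulator protein CTCF had 5.17 and that of RUNX factors 4.76. For these 2, much of the spread lay between donors. Within a population, the SD of the percent deviation was from 3.08 to 5.23 for CTCF and from 2.66 to 5.04 for RUNX. Over all resting libraries it was 5.4 and 4.73. The IRF motif ranked 8 of 15 at 2.42, MSC 11 at 1.46, AHR 13 at 0.88 and HIF1A 14 at 0.76.

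**Figure D2:**
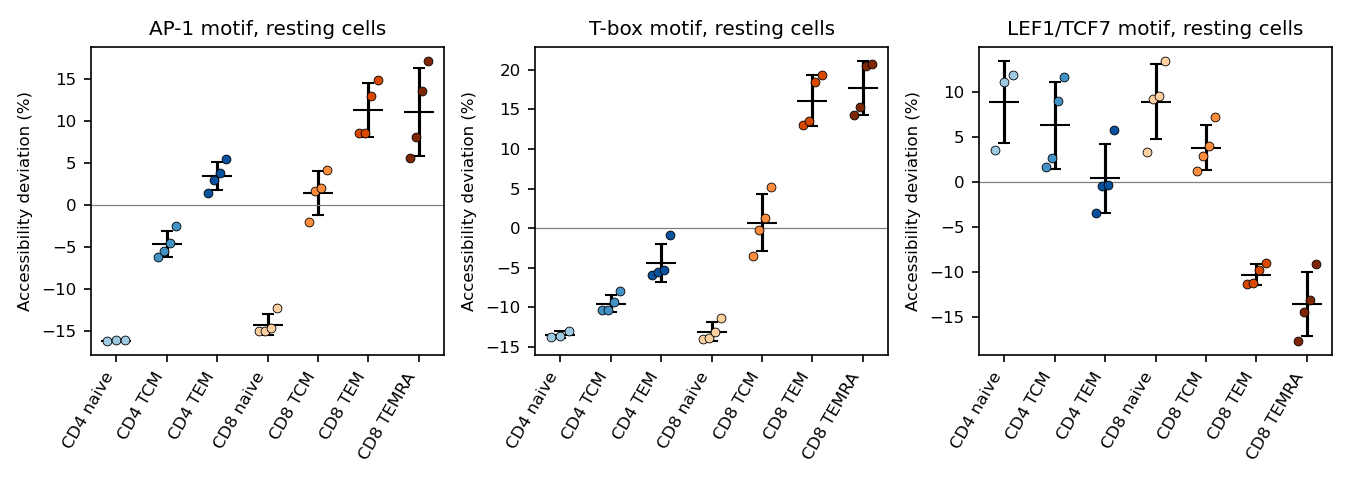
Deviation of accessibility, in percent, at peaks with an AP-1, T-box or LEF1/TCF7 motif in resting cells. Points are libraries, horizontal marks the means and error bars the SD between donors (n = 3 for naïve CD4 and n = 4 for the other populations), and the AP-1 and T-box values are highest in CD8 TEM and CD8 TEMRA.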

We found that the chromatin accessibility around binding motifs for AP-1 (Jun, FOS, BATF), T-box (T-BET, EOMES), and HMG family transcription factors (LEF1) was the most highly variable across all MTC and naïve T cells (Fig. 5a). Visualization of the ChromVAR analysis data using tSNE projection distinguished samples by MTC subtype (Fig. 5b). 

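At T-box motifs, the deviation was 16.11% ± 3.27 in CD8+ T_EM_ and 17.72% ± 3.39 in CD8+ T_EMRA_ (SD, n = 4 each), against -13.06% ± 1.23 in naïve CD8+ T cells and 0.7% ± 3.63 in CD8+ T_CM_ (SD, n = 4 each). CD4+ T_EM_ stood at -4.39% ± 2.37, above CD4+ T_CM_ at -9.52% ± 1.13 (SD, n = 4 each) and naïve CD4+ T cells at -13.45% ± 0.4 (SD, n = 3). Peaks with a LEF1 and TCF7 motif deviated by 8.89% ± 4.16 in naïve CD8+ T cells and 3.81% ± 2.53 in CD8+ T_CM_, and by -10.32% ± 1.16 in CD8+ T_EM_ and -13.58% ± 3.58 in CD8+ T_EMRA_ (SD, n = 4 each). In the CD4+ lineage they stood at 8.86% ± 4.57 in naïve cells (SD, n = 3), 6.28% ± 4.86 in T_CM_ and 0.39% ± 3.88 in T_EM_ (SD, n = 4). Every library of CD8+ T_EM_ exceeded every library of CD8+ T_CM_ at T-box motifs and lay below them at LEF1 and TCF7 motifs (two-sided exact permutation test, p = 0.0286 for each, the smallest that 4 against 4 allow, 0.0857 after adjustment over 120 comparisons). The difference at LEF1 and TCF7 motifs between CD4+ T_EM_ and CD4+ T_CM_, -5.89, did not pass this unpaired test (exact p = 0.1429), and was lower in 4 of 4 donors.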

Overlaying the ChromVar deviation score for individual transcription factor motifs onto the tSNE projection showed that T_EM_ cells had higher scores for T-box factors such as T-BET, encoded by *TBX21* (Fig. 5c), while naïve T cells and T_CM_ samples showed higher scores for LEF1 binding sites (Fig. 5d). 

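At IRF motifs, which bind interferon regulatory factors, CD8+ T_EM_ deviated by 1.87% ± 3.5 and CD8+ T_EMRA_ by 5.37% ± 3.56, against -7.01% ± 3.25 in naïve CD8+ T cells and -0.41% ± 1.36 in CD8+ T_CM_ (SD, n = 4 each). The difference from naïve cells was 8.88 in CD8+ T_EM_ and 12.38 in CD8+ T_EMRA_ (two-sided exact permutation test, p = 0.0286 for each, 0.0857 after adjustment). CD8+ T_EM_ and CD8+ T_CM_ differed by 2.28 at these motifs, within the spread between donors (exact p = 0.3143). CD4+ T_EM_, at 0.25% ± 2.34, did not differ detectably from CD4+ T_CM_, at 0.37% ± 1.98 (SD, n = 4 each, exact p = 0.9429), or from naïve CD4+ T cells, at -2.76% ± 1.46 (SD, n = 3, exact p = 0.2). The AP-1 deviation was larger in CD8+ T_EM_ than in CD8+ T_CM_ by 9.81 and in CD4+ T_EM_ than in CD4+ T_CM_ by 8.1, without overlap between libraries (exact p = 0.0286 for each).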

Higher ChromVar scores were also found at AP-1 and IRF family binding motifs in the effector-memory samples (Supplemental Figs. 5a-f).

**Fig. 5:**
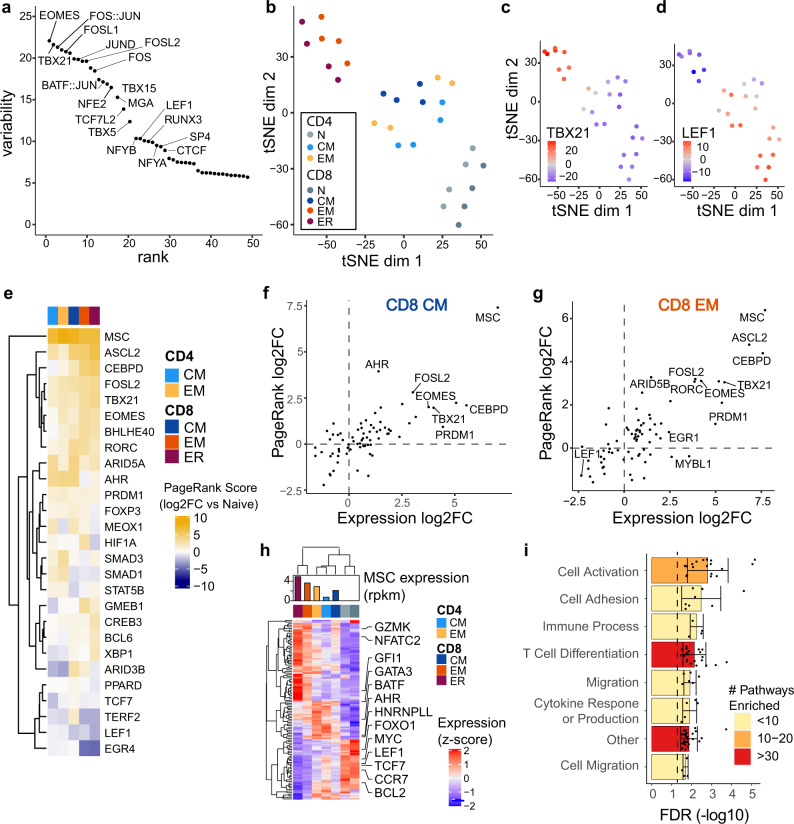
bZIP, HMG, T-box, and bHLH factors differentiate MTC subsets by chromatin accessibility. **a** Plot showing the top 50 transcription factors ranked (*x*-axis) according to variability (ChromVar) in chromatin accessibility (*y*-axis) around their corresponding binding motifs. **b** tSNE plot showing reduced dimensional visualization of variability of chromatin accessibility data for each memory-subset sample at all differential sites. **c,** **d** tSNE plot from B colored by ChromVar variability around *TBX21* (T-BET) and LEF1 binding motifs, respectively. **e** Heatmap of the log_2_-transformed fold change in PageRank statistics for each MTC subset (compared to naïve). **f,** **g** Scatter plots showing log_2_FC of RNA expression (*x*-axis) and PageRank statistic log_2_FC (*y*-axis) between memory and naïve samples for labeled CD8^+^ MTC subsets. **h** Heatmap of RNA expression from gene network of MSC transcription factor with bar plot showing expression of MSC in each subset. Data represent the mean expression of each cell subset. **i** Bar plot showing average gene set enrichment FDR corrected *p*-value from MSC network genes binned by T-cell-relevant categories. Error bars represent one standard deviation. Color corresponds to the number of pathways significantly enriched in each bin.

To further interrogate the various transcription factor regulatory networks involved in differentiating the MTC subsets the PageRank algorithm^32^ was used to correlate the presence of transcription factor binding motifs in accessible regions with changes in target gene expression, ultimately calculating a rank of transcription factor importance to the network. PageRank identified several transcription factors that increased in network rank in at least one MTC subset relative to naïve T cells and recapitulated naïve-associated transcription factors such as LEF1 and TCF7 (Fig. 5e). To compare subset differences, the fold change in PageRank scores from naïve cells was plotted against RNA expression for each factor in CD8^+^ T_CM_ and T_EM_ cells (Fig. 5f-g, Supplemental Fig. 5g-i). These data also corroborated the ChromVAR analysis by indicating both higher relative expression and PageRank scores for AP-1 and T-box factors, such as FOSL2, T-BET, and EOMES in the effector-memory subsets.

One transcription factor, MSC (encoding for musculin or ABF-1), was observed to have the highest rank score in all MTC subsets while being absent in naïve T cells. MSC has been previously identified as a transcriptional repressor capable of binding to E-box elements and implicated in the activation pathways of B cells, as well as the differentiation of peripheral CD4^+^ Treg cells^33,34^. Intracellular staining of MSC showed expression in all subsets with significant increases in stimulated T-cell subsets (Supplemental Fig. 6a), suggesting a potential role in T-cell activation. Analysis of the PageRank-generated regulatory network for MSC identified its potential for regulating many important genes in MTC subsets, including repression of LEF1 and TCF7 (Fig. 5h). The MSC target gene network was enriched for several key pathways such as cell activation, adhesion, cytokine production, and differentiation (Fig. 5i).

### bHLH Family Factors AHR and HIF1A potentially regulate different environmental responses in CD8^+^ T_CM_ and T_EM_ MTC subsets

Reconstructing transcription factor regulatory networks via PageRank-predicted interactions emphasized the centrality of key transcription factors LEF1, TCF7, T-BET, and EOMES, as well as differences in TF importance by subset. MSC was predicted by PageRank to regulate LEF1 and TCF7, potentially leading to higher repression of these factors in CD4 + T_EM_ and other effector-memory subsets (Fig. 6a). The bHLH transcription factor AHR was highly induced as seen by intracellular protein staining in all T-cell subsets (Supplemental Fig. 6a). Intriguingly, AHR also showed both high relative expression and PageRank score exclusively in the CD8^+^ T_CM_ subset, while bHLH transcription factor, HIF1A (hypoxia-inducible factor 1α), was more highly ranked by PageRank in CD8^+^ T_EM_ cells (Fig. 6b, Supplemental Fig. 5k). AHR protein levels were increased in all subsets upon stimulation. HIF1A was increased after stimulation in all T-cell subsets except for T_EM_, which maintained more constant concentrations of this protein (Supplemental Fig. 6a). AHR has been implicated in sensing xenobiotics and T-cell homing to tissues^35^, while HIF1A has previously been associated with sensing hypoxic conditions and modulating metabolism in these circumstances^36^. HIF1A and AHR are known to have an antagonistic relationships with respect to target genes and their own expression^37,38^. GSEA using the list of genes putatively regulated by AHR showed significant enrichment of these genes in those upregulated in CD8^+^ T_CM_ vs CD8^+^ T_EM_ (Fig. 6c). Expression of several of these genes in the leading edge of GSEA enrichment were positively correlated with AHR expression in MTC and were exclusively expressed in T_CM_ (Fig. 6d). Two of these genes, *VBP1* and *PVT1*, along with *HIF1A* are part of the hypoxia response^39,40^. Two DAR with greater accessibility in T_CM_, were found near the promoter region of the *VBP1* gene, one of which contains a binding motif known to bind AHR (Fig. 6e). 

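*VBP1* (ENSG00000155959.12), which encodes the VHL-binding prefoldin subunit, lies on chromosome X of hg38 from 155197007 to 155239841. A peak upstream of its start site, from 155193888 to 155194320, stood at 2.71 ± 1.33 rppm in CD8+ T_CM_ and 0.588 ± 0.302 in CD8+ T_EM_ (SD, n = 4 each), a log2 fold change of -1.51 (standard error 0.37, adjusted p = 0.00526) in T_EM_. It was 2.14 ± 0.905 rppm in naïve CD8+ T cells and 0.772 ± 0.51 in CD8+ T_EMRA_ (SD, n = 4 each), and 4.05 ± 2.07 in naïve CD4+ T cells (SD, n = 3), 2.17 ± 1.26 in CD4+ T_CM_ and 1.11 ± 0.342 in CD4+ T_EM_ (SD, n = 4). The difference between CD8+ T_EM_ and CD8+ T_CM_ did not hold without replicate 3 or without replicate 4. A second peak, in the first intron from 155197831 to 155198402, was 1.76 ± 0.301 rppm in CD8+ T_CM_ and 1.56 ± 0.43 in CD8+ T_EM_ (SD, n = 4 each), a change of -0.16 (standard error 0.32, adjusted p = 0.953). The AHR consensus TTGCGTG had 1 site in the intron peak, at 155198270, and none in the upstream peak. Exact consensus matching is stricter than a weight matrix, so an AHR site with a mismatch in the upstream peak is not excluded.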

*VBP1* encodes for the protein VHL which is the substrate recognition subunit of an E3 ligase known to target HIF1A for degradation^39^. 

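*INPP4B* (ENSG00000109452.13) encodes a phosphatase of inositol lipids that limits AKT signalling and lies on chromosome 4 from 142023160 to 142847432 on the minus strand. Its promoter peak, from 142845339 to 142847707, stood at 21.6 ± 6.68 rppm in naïve CD8+ T cells, 26.8 ± 7.41 in CD8+ T_CM_, 11.3 ± 4.22 in CD8+ T_EM_ and 6.87 ± 2.36 in CD8+ T_EMRA_ (SD, n = 4 each). The log2 fold change was -1.24 (standard error 0.22, adjusted p = 7.45e-05) in CD8+ T_EM_ against CD8+ T_CM_ and -1.60 (standard error 0.22, adjusted p = 5.03e-08) in CD8+ T_EMRA_ against naïve cells. Under quantile normalization, the first of these was -0.95 and fell below the threshold of 1. In the CD4+ lineage the promoter stood at 45 ± 14.7 rppm in naïve cells (SD, n = 3), 39 ± 7.31 in T_CM_ and 32.7 ± 10.5 in T_EM_ (SD, n = 4), and CD4+ T_EM_ differed from CD4+ T_CM_ by -0.29 (standard error 0.22, adjusted p = 1). Within the gene, a peak from 142565553 to 142568443 was higher in CD8+ T_CM_, at 61.1 ± 14 rppm, than in naïve CD8+ T cells, at 20.8 ± 10.4 (SD, n = 4 each). Of 99 peaks at the locus, 5 were lower and none higher in CD8+ T_EM_ than in CD8+ T_CM_.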

Another DAR with higher accessibility in T_CM_ and naïve T cells was found at the promoter of the *INPP4B* gene, encoding inositol polyphosphate-4-phosphatase type II B (Fig. 6e). This region contains three AHR binding motifs as well as a motif specific for HIF1A binding, suggesting potentially competitive regulation between these two factors. 

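The *INPP4B* promoter peak was searched on both strands of hg38 for the sequences bound by the ligand-activated receptor AHR and by HIF1A, the factor stabilised in low oxygen. It held 0 sites for the AHR consensus TTGCGTG and 0 for the HIF1A consensus TACGTGC. The shorter cores that these factors share with other bHLH proteins were present, with 11 copies of GCGTG, the first at 142845896, and 2 copies of ACGTG, the first at 142846096. Exact consensus matching is stricter than a weight matrix, so sites with a mismatch were not counted.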

In total, these data suggest that bZIP, HMG, and T-box family transcription factors are important for memory-subset differentiation, and additionally bHLH family factors, such as MSC, AHR, and HIF1A may play key roles in regulating distinct subsets and their transcriptional programs before and following stimulation.

**Fig. 6:**
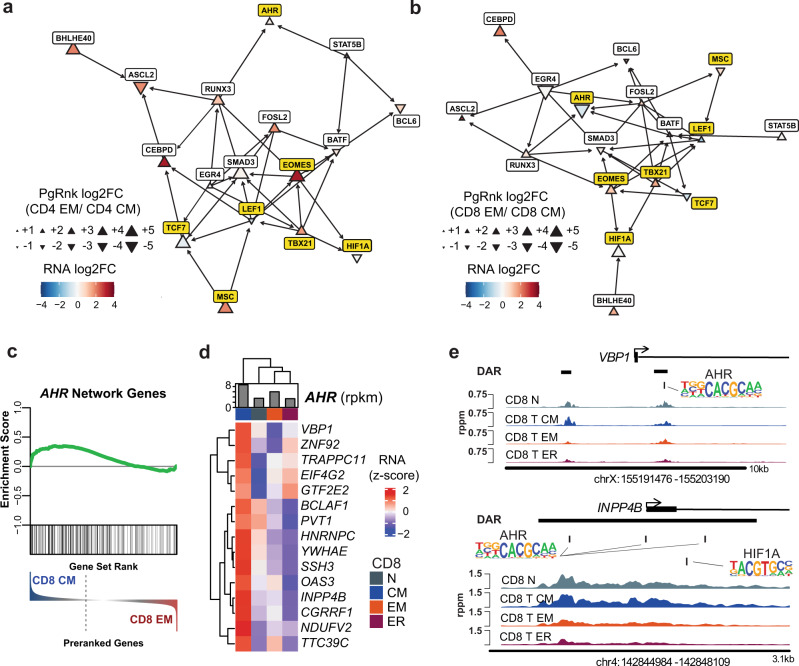
bHLH transcription factors AHR and HIF1A distinguish CD8 + T_CM_ and T_EM_. **a** Network diagram showing transcription factors in CD4^+^ MTC highly ranked by PageRank and associated connections to other TF. Triangles represent log_2_FC (size) and direction (orientation) of PageRank as indicated in the legend. Arrows represent putative regulation via nearby binding motifs. AHR, HIF1A, MSC, and other memory-subset defining TFs are highlighted in yellow. **b** Network diagram as in (**a**) for CD8^+^ T_CM_ and T_EM_. **c** GSEA plot using gene set made up of genes putatively regulated by AHR showing enrichment in CD8^+^ T_CM_ vs. T_EM_ DEG. **d** Heatmap of leading-edge genes from GSEA most highly upregulated in T_CM_. Bar plot indicates normalized expression of AHR in rpkm. Data represent the mean expression of each cell subset. **e** Genome plots showing the average accessibility levels in each of the CD8^+^ memory and naïve T cells at the indicated locus. DAR are highlighted by black horizontal bars, with AHR and HIF1A binding motifs at indicated locations. Data represent the mean of each cell type.

### Genes that are uniquely upregulated in stimulated memory-subset cells include Induced and Augmented transcripts

To better understand the transcriptional and epigenetic properties that allow memory T-cell subsets to rapidly respond to stimulation, all five MTC subsets, as well as naïve T cells were stimulated using anti-CD3/CD28 beads ex vivo for 42–48 h. RNA-seq analysis of the stimulated T cells showed a profound change in transcriptional programs after stimulation and much of this response was homogeneous across the different MTC subsets. This is highlighted by PCA wherein PC1 (52.59% variation) separated resting cells from all those that have been activated (Fig. 7a). GSEA showed that activated naïve cells more strongly upregulated pathways such as MYC target genes to a greater extent than in MTC, while activated MTC more strongly upregulated genes associated with IL-2, STAT5 signaling, and other immune response signaling pathways (Fig. 7b). Despite a large degree of consistency in response to stimulation in the different memory subsets, gene sets related to fatty acid metabolism, glycolysis, and MTOR signaling were enriched to varying degrees in GSEA between T_CM_ and T_EM_ cell subsets after stimulation (Fig. 7c).

**Fig. 7:**
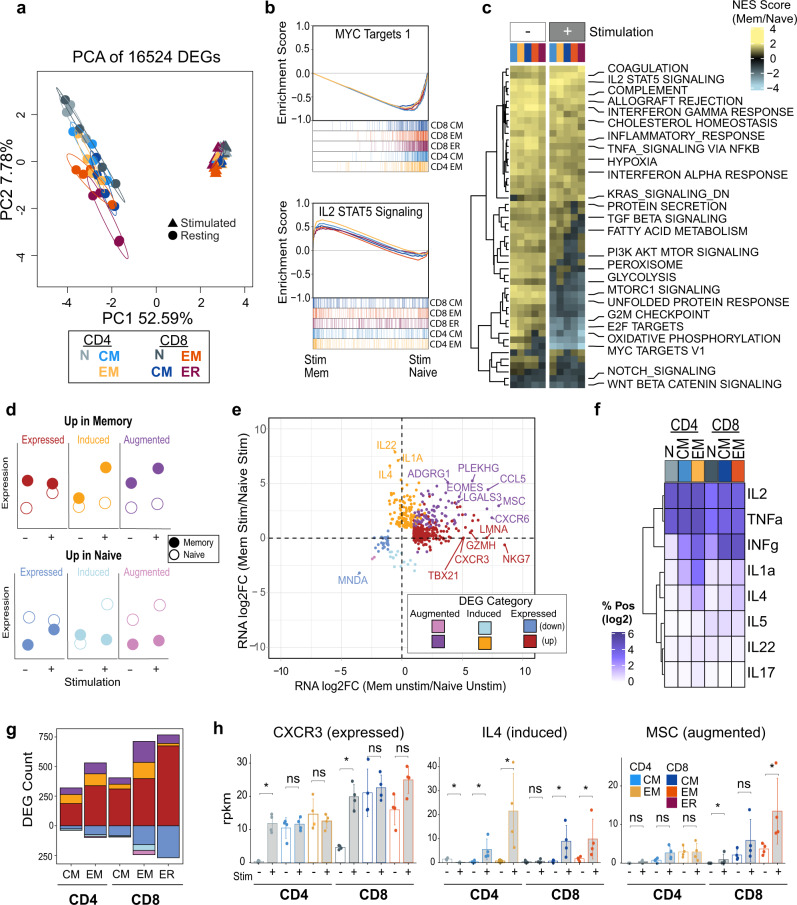
MTC induce or augment unique gene expression programs after stimulation. **a** PC analysis plot of DEG for resting (circle) and stimulated (triangle) memory and naïve T-cell samples. **b** GSEA plots for indicated gene sets showing the enrichment score for each stimulated MTC subset as compared to stimulated naïve T cells. **c** Heatmap of normalized enrichment scores (NES) from GSEA of both stimulated and unstimulated MTC compared to respective naïve T cells. **d** Schematic describing examples of DEG categorization; before and after stimulation (Stim). **e** Scatter plot showing log_2_FC of DEG in unstimulated vs. stimulated MTC. Dots are colored according to DEG category as indicated. **f** Heatmap showing log_2_ transformation of the percent of cells positive for respective cytokine protein expression. **g** Bar plot showing number of DEG compared to naïve T cells belonging to Expressed, Induced, or Augmented categories for each memory subset. **h** Gene expression bar plots showing rpkm for indicated genes. Error bars represent ±1 SD from mean in each group. Asterisks indicate relevant significant differences as detected by DESeq2 algorithm.

To identify genes that were differentially expressed upon stimulation in MTC subsets, expression patterns were examined that were specific to MTC. Overall, the data revealed the presence of three main groups of genes that change in expression compared to naïve T cells before and after stimulation as hypothetically illustrated in Fig. 7d. Each group has two expression states: (a) its constitutive expression in unstimulated MTC vs. naïve; and (b) its change in expression following stimulation. Expressed genes had high fold-change differential expression between naïve and MTC, which naïve T cells induced only after stimulation. Induced genes were similarly expressed in both resting naïve and MTC and are induced in only the MTC group following stimulation. Augmented genes showed expression differences between MTC and naïve cells in both the resting and stimulated states (Fig. 7d). Overlaying these categories on gene expression differences of naïve versus memory resting and stimulated T cells showed that the majority of such DEG were positively upregulated in MTC (Fig. 7e). The memory Induced gene category was highly enriched for cytokine genes including *IL4* (Fig. 7h), *IL1A*, and *IL22*. These genes were uniquely expressed by MTC subsets to varying degrees after stimulation but repressed in activated naïve T cells at 48 h after the same stimulation. To confirm these results, we measured a panel of common cytokines using intracellular staining coupled with flow cytometry (Supplemental Fig. 7). Some cytokines, such as IL-2 and TNFα were expressed in a significant number of cells by all activated T cells studied. In contrast, the production of effector T-cell-associated cytokines (IFNγ, IL-1α, IL-4, IL-17, and IL-5) was differentially increased in various MTC after stimulation compared to stimulated naïve T cells (Fig. 7f). Il-22 protein was significantly induced in naïve and T_EM_ CD4^+^ MTC. The T_EM_ MTC subsets of both CD4^+^ and CD8^+^ lineage produced the highest level of cytokines after stimulation in comparison to naïve or T_CM_ cells (Supplemental Fig. 7). The stimulation-independent Expressed gene category contained the most DEG overall, but each memory subset also exhibited Induced and Augmented genes (Fig.7g). Genes found within the Expressed category for T_EM_ cells included important effector T-cell molecules, such as granzyme H, encoded by *GZMH*; T-BET; and *CXCR3*, a chemokine receptor associated with T_H1_ CD4^+^ T cells and effector CD8^+^ T cells^41^ (Fig. 7h). Both CD8^+^ and CD4^+^ T_EM_ cells showed higher numbers of Induced and Augmented genes than T_CM_. Intriguingly, *MSC* was also found to exhibit an Augmented expression pattern in these cells after stimulation, while remaining repressed in stimulated naïve T cells (Fig. 7h). Thus, despite both MTC and naïve T cells activating several similar gene programs upon TCR stimulation, MTC subsets have unique induction/expression profiles upon stimulation, a property that may provide them with a greater degree of efficiency and capacity upon rechallenge.

### Augmented gene expression is correlated with epigenetic changes introduced by earlier activation of naïve cells

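The 7 populations were also profiled after activation with beads that carry antibodies to CD3 and CD28, which engage the T cell receptor complex and a co-stimulatory receptor. Each stimulated group had 4 libraries, except naïve CD4+ T cells with n = 3. Reads in peaks per stimulated library ranged from 0.19 M in 1 library of CD8+ T_EMRA_ to 9.3 M in 1 of CD4+ T_CM_, and the median was 4.73 M in CD8+ T_EMRA_. The shallow CD8+ T_EMRA_ library moved counts of its group. It also moved counts of other groups, at rest too, since all groups share 1 estimate of the spread. DAR against stimulated naïve cells and PAR classes are also given without it. Stimulated and resting libraries were compared in the fit and at the thresholds used for resting cells. PAR classes were set for each memory subset from 4 comparisons at an adjusted p of 0.05 or less without a fold threshold: stimulated with resting naïve cells, resting memory with resting naïve cells, stimulated memory with stimulated naïve cells, and stimulated with resting memory cells. Conserved peaks changed in none. Stimulation peaks rose on activation in both naïve and memory cells and did not differ between them. Primed peaks rose on activation in naïve cells and were higher in resting memory than in resting naïve cells. Memory peaks were higher in memory cells in both states and did not change on activation, and naïve peaks fell on activation in naïve cells and were lower in resting memory cells. All other peaks were uncategorised.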

To determine the of role chromatin accessibility in the unique response to stimulation described above, ATAC-seq was performed on the stimulated memory and naïve T cells. 

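On activation of naïve CD8+ T cells, the promoter of *IFNG* rose from 2.27 ± 1.62 to 16.4 ± 3.43 rppm (SD, n = 4), and that of *IL2*, the T cell growth factor gene, from 1.92 ± 0.905 to 16.5 ± 4.5 rppm (SD, n = 4) (log2 fold change 2.86, standard error 0.26, adjusted p = 7.03e-14). The promoter of *GZMB* reached 23.4 ± 4.23 rppm (SD, n = 4) from 0.299 ± 0.284, and an intron of *IL2RA*, which encodes the high-affinity IL-2 receptor chain, 31.8 ± 1.61 rppm (SD, n = 4) from 1.18 ± 0.085. In naïve CD4+ T cells, the promoter of *IL21*, the gene of a cytokine of follicular helper cells, rose from 0.684 ± 0.643 to 16.6 ± 1.57 rppm (SD, n = 3) (log2 fold change 3.99, standard error 0.50, adjusted p = 1.79e-09). In CD8+ T_CM_, a peak near *IL1R1*, the interleukin-1 receptor gene, rose from 0.256 ± 0.337 to 32.2 ± 2.99 rppm (SD, n = 4). A peak near *FOS*, an AP-1 subunit gene, fell from 88.1 ± 14.2 to 7.57 ± 3.74 rppm (SD, n = 4) (log2 fold change -3.56, standard error 0.47, adjusted p = 5.23e-09). A peak near the chemokine receptor gene *CXCR4* had a log2 fold change of -3.70. The first principal component of all libraries held 61.6% of the variance and placed resting groups between -0.875 ± 0.049 (naïve CD4+ T cells, SD, n = 3) and -0.704 ± 0.084 (CD4+ T_EM_, SD, n = 4). Stimulated groups lay between 0.542 ± 0.304 (CD8+ T_EMRA_, SD, n = 4) and 0.869 ± 0.043 (CD4+ T_CM_, SD, n = 4). Within a donor, stimulated CD8+ T_EM_ and stimulated naïve CD8+ T cells were 0.807 ± 0.038 apart (SD, n = 4), which is less than the resting pair by 0.216 ± 0.09 in 4 of 4 donors (two-sided exact permutation test over donors, which at n = 4 cannot give a p under 0.05). The change was -0.117 ± 0.121 for CD8+ T_CM_ (n = 4) and -0.115 ± 0.056 for CD4+ T_EM_ (n = 3), each lower in every donor. It was -0.003 ± 0.075 for CD4+ T_CM_ (n = 3) and -0.106 ± 0.706 for CD8+ T_EMRA_ (n = 4), higher in 1 of 4 donors in the latter. Without replicate 2, which holds the shallow library of stimulated CD8+ T_EMRA_, it was -0.458 ± 0.037 (n = 3), lower in 3 of 3 donors. With a pseudocount of 1 and with quantile normalization, CD8+ T_CM_ was higher in 1 of 4 donors. Over peaks with a mean of at least 2 rppm, CD4+ T_CM_ changed by -0.125 ± 0.059, lower in 3 of 3 donors.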

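Stimulated CD8+ T_EM_ kept higher accessibility than stimulated naïve CD8+ T cells at a distal peak 704146 bp from the start site of *MAF*, a transcription factor gene (37.5 ± 6.54 against 3.47 ± 2.55 rppm (SD, n = 4), log2 fold change 3.50, standard error 0.36, adjusted p = 3.5e-09). The same held near *MSC*, the gene of the bHLH factor musculin (8.21 ± 1.83 against 0.456 ± 0.51 rppm (SD, n = 4)), and at a region 148013 bp downstream of the start site of *IFNG* (27.8 ± 5.97 against 3.68 ± 3.94 rppm (SD, n = 4)). A distal peak at -169012 bp relative to the start site of *NOG*, which encodes a BMP antagonist, was lower (log2 fold change -3.28, standard error 0.44, adjusted p = 8.27e-07). In stimulated CD4+ T_EM_, the promoter of *CCR6* stood at 14.5 ± 3.14 against 1.46 ± 1.02 rppm (SD, n = 3) in stimulated naïve CD4+ T cells, and a distal peak 543363 bp from the start site of *MYC*, the growth regulator gene, had a log2 fold change of 3.09. Compared with stimulated naïve cells, DAR numbered 2883 in CD4+ T_CM_, 3169 in CD4+ T_EM_, 3209 in CD8+ T_CM_ and 17571 in CD8+ T_EM_. CD8+ T_EMRA_ had 16887 DAR, and 1437 without its shallow library. The other 4 numbers were 5480, 6173, 6176 and 19438 without that library, and 418, 592, 269 and 8885 without replicate 4. Stimulated CD8+ T_EM_ and CD8+ T_CM_ differed at 251 peaks, at 1925 without the shallow CD8+ T_EMRA_ library, at 861 with the donor as a replicate block and at 0 without replicate 4. Between stimulated CD4+ T_EM_ and CD4+ T_CM_, limma, edgeR and DESeq2 each called 0 peaks. Of 150430 tested peaks, 5392 had an unadjusted p under 0.05 with limma, fewer than the share of 0.05 that chance alone gives. Since that fit holds the shallow library and no donor term, the share does not show that these subsets are alike. Activation itself changed from 56168 peaks in CD8+ T_EM_ to 69657 in naïve CD8+ T cells, and between 79.9% and 90.3% of them gained accessibility in each population. With each library shifted to a common median log2 ratio the share was 51% to 56%, with quantile normalization 48.6% to 52.1%, with edgeR 63% to 66% and with DESeq2 91% to 93%.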

Similar to the global transcriptional response to stimulation, PCA of the ATAC-seq datasets showed that the greatest amount of variation separated stimulated from unstimulated cells, and that differences between memory subsets were diminished in the stimulated samples (Fig. 8a). Individual peaks of accessibility in the ATAC-seq analysis followed a set of a patterns that we have termed patterned accessibility regions (PAR) (Supplemental Data 5). PAR are defined by chromatin state before and after stimulation. Five categories of PAR emerged from the analysis: conserved, stimulated, primed, memory, and naïve (Fig. 8b). 

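In CD4+ T_CM_, 48353 of 150430 peaks were conserved and 52076 were stimulation peaks, and in CD4+ T_EM_ 45356 and 49093. CD8+ T_CM_ had 41906 conserved and 51242 stimulation peaks, CD8+ T_EM_ 35518 and 37397, and CD8+ T_EMRA_ 29512 and 32405 (27225 and 46836 without its shallow library). AP-1 sites were present in 27.0% of the stimulation peaks of CD4+ T_EM_ and in 5.5% of its conserved peaks, in the central 250 bp. Conserved peaks are those in which no comparison passed the test, so a small change in a thinly covered peak counts among them.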

Conserved-PAR were unchanged across all subsets and stimulation states, whereas stimulation-PAR were present only after stimulation. Each of these two PAR groups occurred equally in both naïve and MTC and made up the majority of the accessible chromatin regions found in the ATAC-seq data in all memory subsets (Fig. 8c, Supplemental Fig. 8a). 

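Conserved and stimulation peaks made up 66.8% of all peaks in CD4+ T_CM_, 62.8% in CD4+ T_EM_, 61.9% in CD8+ T_CM_, 48.5% in CD8+ T_EM_ and 41.2% in CD8+ T_EMRA_. The uncategorised peaks, which fitted none of the 5 patterns, made up 30% in CD4+ T_CM_, 30.9% in CD4+ T_EM_, 31.5% in CD8+ T_CM_, 39.8% in CD8+ T_EM_ and 46.5% in CD8+ T_EMRA_. Without its shallow library, CD8+ T_EMRA_ had 18.1% conserved, 31.1% stimulation and 35.4% uncategorised peaks.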

Conserved-PAR were also found to be more highly enriched in promoter regions than other PAR categories (Supplemental Fig. 8b). 

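Promoters made up 6.7% of conserved peaks in CD4+ T_CM_, CD4+ T_EM_ and CD8+ T_CM_, 6.6% in CD8+ T_EM_ and 5.8% in CD8+ T_EMRA_. Stimulation peaks lay at promoters less often, at 3.3% in CD4+ T_CM_, 3.0% in CD4+ T_EM_ and CD8+ T_CM_, 2.8% in CD8+ T_EM_ and 2.9% in CD8+ T_EMRA_ (Fisher's exact test against conserved, p from 1.51e-161 to 1.33e-68). For primed peaks the share was between 3.9% (CD4+ T_CM_) and 4.8% (CD4+ T_EM_), with p from 4.27e-18 to 8.69e-10. Naïve peaks lay at promoters in 4.2% of cases in CD4+ T_CM_, 4.4% in CD4+ T_EM_ and 5.6% in CD8+ T_CM_. In CD8+ T_EM_ the share was 7.1% (Fisher's exact test, p = 0.159) and in CD8+ T_EMRA_ 8.1%, above that of conserved peaks (p = 4.18e-12). Memory peaks in CD4+ T_CM_ were at promoters in 4.3% of 139 cases (Fisher's exact test, p = 0.391). Uncategorised peaks held more promoters than conserved peaks in every subset, from 12.7% in CD8+ T_EMRA_ to 16.4% in CD4+ T_CM_ and CD8+ T_CM_. Peaks are not independent replicates, and these tests leave out the spread between donors. The promoter shares of CD8+ T_EMRA_ were not counted without its shallow library.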

PAR specific to MTC occurred in one of three ways: memory-PAR were specific to MTC and were unchanged by stimulation; naïve-PAR were present in resting naïve T cells, but neither their stimulated counterparts nor in MTC; and finally primed-PAR were accessible in resting and stimulated MTC and became accessible upon activation in naïve T cells. 

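In CD8+ T_EM_, 10787 peaks were primed, 778 were memory and 6130 were naïve peaks. In CD8+ T_EMRA_ the numbers were 11697, 358 and 6579 (14522, 54 and 8532 without its shallow library), and in CD8+ T_CM_ 7257, 87 and 2569. CD4+ T_EM_ had 6872 primed, 211 memory and 2406 naïve peaks, and CD4+ T_CM_ 3799, 139 and 962. Resting naïve libraries enter both comparisons that define a primed peak. If the 2 lists were independent, 2310 primed peaks would be found in CD4+ T_CM_, 4417 in CD4+ T_EM_, 4692 in CD8+ T_CM_, 7769 in CD8+ T_EM_ and 8607 in CD8+ T_EMRA_. With the resting libraries of naïve CD8+ T cells split between the comparisons, primed peaks numbered from 7325 to 8142 in CD8+ T_EM_, from 8140 to 8929 in CD8+ T_EMRA_ and from 4036 to 5693 in CD8+ T_CM_. In these split fits independent lists would give from 5147 to 6009, from 5853 to 6785 and from 2501 to 3727. The resting naïve libraries enter both comparisons of naïve peaks as well. Independent lists would give 298 naïve peaks in CD4+ T_CM_, 755 in CD4+ T_EM_ and 827 in CD8+ T_CM_. They would give 2476 in CD8+ T_EM_ and 2616 in CD8+ T_EMRA_. The observed count was from 2.48 to 3.23 times this number for naïve peaks and from 1.36 to 1.64 times for primed peaks. In the split fits naïve peaks numbered from 3889 to 4147 in CD8+ T_EM_, from 4299 to 4628 in CD8+ T_EMRA_ and from 1155 to 1435 in CD8+ T_CM_. Simulated libraries with no difference gave 0 primed peaks, a value that leaves out the effects of both comparisons.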

Primed-PAR were more than twice as abundant as memory- or naïve-PAR.

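Primed peaks of CD4+ T_CM_ were 27.33 times as numerous as memory peaks and 3.95 times as numerous as naïve peaks. The ratio to naïve peaks was 2.86 in CD4+ T_EM_, 2.82 in CD8+ T_CM_, 1.76 in CD8+ T_EM_ and 1.78 in CD8+ T_EMRA_, and the ratio to memory peaks was 32.57, 83.41, 13.87 and 32.67. With each library shifted to a common median log2 ratio, naïve peaks outnumbered primed peaks in CD4+ T_EM_, CD8+ T_CM_, CD8+ T_EM_ and CD8+ T_EMRA_, at ratios of 0.80, 0.91, 0.72 and 0.69. With edgeR this was so in CD8+ T_EM_ (0.86) and CD8+ T_EMRA_ (0.91). From primed regions near genes with higher expression in memory cells, the paper proposes that earlier activation leaves regions open for a faster recall response.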

**Fig. 8:**
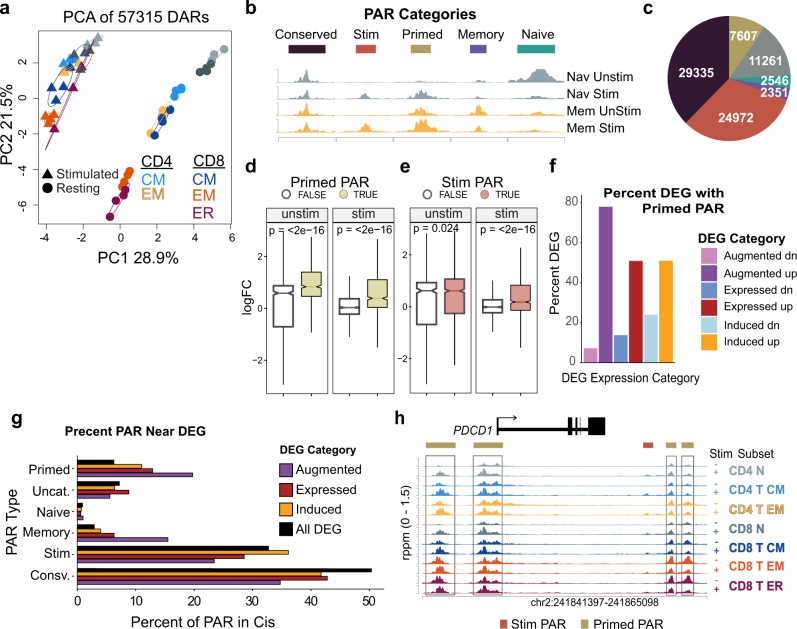
Accessible chromatin regions primed from previous activation are associated with augmented gene expression of MTC. **a** PC analysis plot of DAR between unstimulated and stimulated memory and naïve T-cell samples. **b** Schematic illustrating examples of PAR categorized by accessibility in both unstimulated (Unstim) and stimulated (Stim) states in memory (Mem) and naïve (Nav) T cells. **c** Pie chart showing number of DAR peaks in each category. **d** Box plot showing log_2_FC of DEG found to be significant in either unstimulated memory vs unstimulated naïve T cells or stimulated memory vs stimulated naïve T cells. Boxes colored in gold represent log_2_FC distribution of genes with at least one primed-PAR mapped to a differential gene locus. Notches represent median values, box limits represent upper and lower quanrtiles. Lines represent range. **e** Box plot as in (**d**). Boxes colored in red represent log_2_FC distribution of genes with at least one stimulation-PAR mapped to a differential gene locus. **f** Bar plot showing the percent of genes belonging to either expressed, induced, or augmented expression categories with at least one primed-PAR nearby. **g** Bar plot showing the proportion of each PAR type compared to all peaks surrounding DEG belonging to each of the different memory-specific expression categories. The *All DEG* category represents all genes differentially expressed compared to naïve T cells. **h** Genome plot showing accessibility data around the *PDCD1* locus. DAR are indicated by horizontal bars colored according to PAR category above tracks. Primed-PAR are highlighted by boxes.

In examining the relationships between PAR types and gene expression, we observed that the presence of at least one primed-PAR was strongly correlated with upregulation of DEG in MTC for both resting and stimulated states (Fig. 8d). A similar influence of stimulated-PAR was found in the stimulated but not the resting MTC transcriptional data (Fig. 8e). The presence of memory-PAR was found to be correlated with both resting and stimulated expression in MTC, while the presence of naïve-PAR biased gene expression in most nearby genes towards higher expression in naïve T cells (Supplemental Figs. 9a, b). Comparing these nearby DEG to the MTC-specific gene programs as defined by unique expression after stimulation (Expressed, Augmented, or Induced) revealed that nearly 80% of the upregulated genes in the augmented category had at least one primed peak in *cis* (Fig. 8f). Additionally, compared to the genome-wide prevalence, primed- and memory-PAR made up a significantly higher proportion of all the accessible regions surrounding DEG that were augmented in MTC (Fig. 8g). This is exemplified by the *PDCD1* locus, a gene showing augmented expression in MTC, which is also composed primarily with primed-PAR (Fig. 8h). These data support an epigenetic mechanism of enhanced recall in which primed-PAR are inscribed in the epigenome upon previous activation of naïve T cells^42^ and occur within regions of the genome that are associated with higher expression levels of important genes in MTC.

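*PDCD1* (ENSG00000188389.11) encodes the inhibitory receptor PD-1 and lies on chromosome 2 from 241849884 to 241858894 on the minus strand. A peak upstream of the gene, from 241863137 to 241864155, rose on activation from 1.54 ± 0.398 to 17.8 ± 4.52 rppm in naïve CD8+ T cells (SD, n = 4) and from 1.68 ± 0.782 to 19.7 ± 3.74 in naïve CD4+ T cells (SD, n = 3). Before activation it stood at 16.3 ± 2.49 rppm in CD8+ T_EM_, 19.2 ± 2.59 in CD8+ T_EMRA_ and 11.3 ± 0.655 in CD4+ T_EM_ (SD, n = 4 each). The log2 fold change of resting memory against resting naïve cells was 1.84 (standard error 0.23, adjusted p = 4.54e-08) in CD4+ T_CM_ and 2.52 (standard error 0.23, adjusted p = 2.32e-12) in CD4+ T_EM_. It was 2.24 (standard error 0.21, adjusted p = 7.25e-12) in CD8+ T_CM_, 3.05 (standard error 0.21, adjusted p = 5.3e-17) in CD8+ T_EM_ and 3.29 (standard error 0.21, adjusted p = 2.98e-18) in CD8+ T_EMRA_. At the promoter, from 241858508 to 241860591, resting CD8+ T_EM_ had 27.3 ± 6.09 rppm against 12.6 ± 3.46 in resting naïve CD8+ T cells, and stimulated naïve cells had 39.3 ± 6.17 (SD, n = 4 each). The log2 fold change of CD8+ T_EM_, 1.09 (standard error 0.21, adjusted p = 4.84e-05), fell below the DAR threshold without replicate 1 or without replicate 4. Both peaks were primed in all 5 memory subsets. Of 11 peaks at the locus, 6 were primed in CD8+ T_EM_ and in CD8+ T_EMRA_, 5 in CD4+ T_EM_, 3 in CD8+ T_CM_ and 2 in CD4+ T_CM_, where 8 were stimulation peaks.

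**Figure D3:**
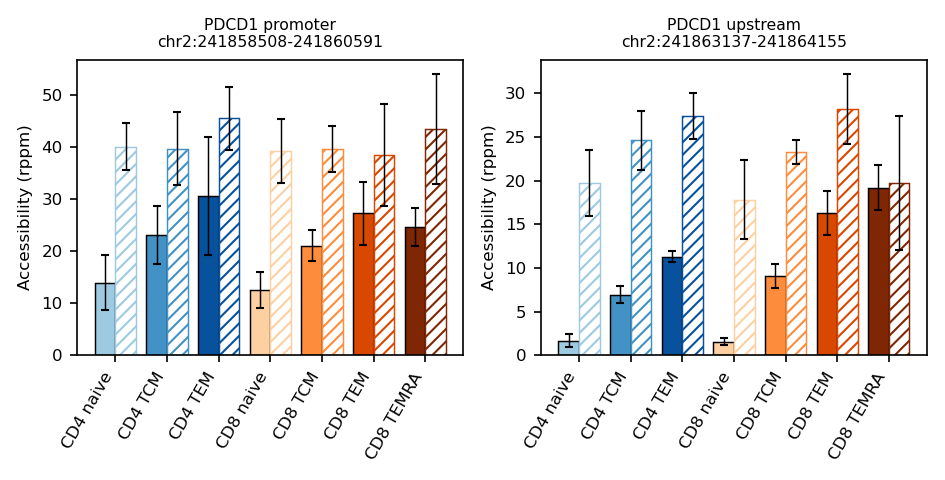
Accessibility of the *PDCD1* promoter and upstream peak. Bars are means in rppm (filled for resting, hatched for stimulated cells) and error bars the SD between donors (n = 3 for naïve CD4 and n = 4 for the other populations), and resting naïve cells are lowest at both peaks.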

### PAR contain distinct sets of transcription factor motifs that segregate T cells by lineage and memory subtype

To identify transcription factors associated with each of the identified PAR categories, motif discovery, and enrichment analysis was performed using HOMER^43^. To control for uneven power, driven by unequal numbers of individual peaks in each category (Fig. 8c), enriched transcription factor binding motifs in DAR were compared across all five peak categories by relative ranking of enrichment *p*-values (Fig. 9a). 

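LEF1 and TCF7, HMG factors of naïve T cells, had their motif in 4.9% of the naïve peaks of CD8+ T_EM_ and in 2.3% of peaks outside the class matched for GC content, a ratio of 2.16 (Fisher's exact test, adjusted p = 2.2e-14). The ratio was 2.55 in CD8+ T_EMRA_, 1.93 in CD4+ T_EM_ and CD8+ T_CM_, and 1.70 in CD4+ T_CM_, where it did not pass (adjusted p = 0.127) and where it was 0.60 over peaks with a mean of at least 2 rppm. Over these peaks the ratio of CD8+ T_CM_ was 1.21 and did not pass. CTCF, which holds chromatin loops, had its motif in 5.4% of the conserved peaks of CD8+ T_EM_ against 1.9% of matched peaks, a ratio of 2.78 (adjusted p = 4.83e-135). In the other subsets this ratio was from 2.14 (CD8+ T_EMRA_) to 2.70 (CD4+ T_EM_). LEF1 and TCF7 motifs were not more frequent in conserved peaks than in matched peaks, at 1.8% and 2.2% in CD8+ T_EM_. Motifs were scanned as consensus sequences in the central 250 bp of each peak.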

Enrichments of HMG family transcription factors (LEF1 and TCF7) were more highly ranked within naïve-PAR, and CTCF-motif enrichment was ranked highest in the constitutively accessible conserved-PAR (Fig. 9b). 

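AP-1 motifs, the sites of the JUN and FOS proteins, lay in 25.8% of the stimulation peaks of CD8+ T_EM_, against 11.1% of matched peaks, and in 19.0% of its primed peaks, against 14.1% (ratio 1.35, Fisher's exact test, adjusted p = 3.83e-21). In CD4+ T_CM_, 27.0% of stimulation peaks and 20.9% of primed peaks held the motif, at ratios of 3.57 and 1.40. Naïve peaks rarely held it, at 2.2% in CD8+ T_EM_ against 13.9% of matched peaks (ratio 0.16), and memory peaks held it less often than matched peaks, at 7.2% in CD8+ T_EM_ against 14.7% (ratio 0.49). RUNX motifs, bound by RUNX1 and RUNX3 in T cells, were also more frequent in primed peaks, at 11.4% in CD8+ T_EM_ against 7.2% (ratio 1.58, adjusted p = 3.52e-25) and 11.1% in CD4+ T_EM_ against 7.5%.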

Interestingly, several transcription factor motifs were enriched in both primed- and stimulation-PAR, including the AP-1 family factors (Fig. 9b). Motifs specific for other transcription factors were enriched in both primed-and memory-PAR, including the T-box factors EOMES and T-BET.

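T-box motifs, bound by T-BET and EOMES in effector cells, lay in 3.3% of the primed peaks of CD8+ T_EM_, against 2.0% of matched peaks (ratio 1.63, Fisher's exact test, adjusted p = 2.3e-08), and in 5.0% of its 778 memory peaks, against 2.6% (ratio 1.95, adjusted p = 0.0443). In CD8+ T_EMRA_, 3.4% of primed peaks and 7.5% of 358 memory peaks held the motif (ratios 2.05 and 4.50). Over peaks with a mean of at least 2 rppm, the ratios of memory peaks were 1.44 in CD8+ T_EM_ and 2.50 in CD8+ T_EMRA_, and neither passed. Primed peaks of CD4+ T_CM_, CD4+ T_EM_ and CD8+ T_CM_ had ratios of 1.66, 1.66 and 1.80, and that of CD4+ T_CM_ was 1.30 and did not pass over peaks with a mean of at least 2 rppm. Their memory peaks were few, and the ratios of 0.67, 1.00 and 1.00 did not differ detectably from matched peaks (adjusted p = 1 for each).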

**Fig. 9:**
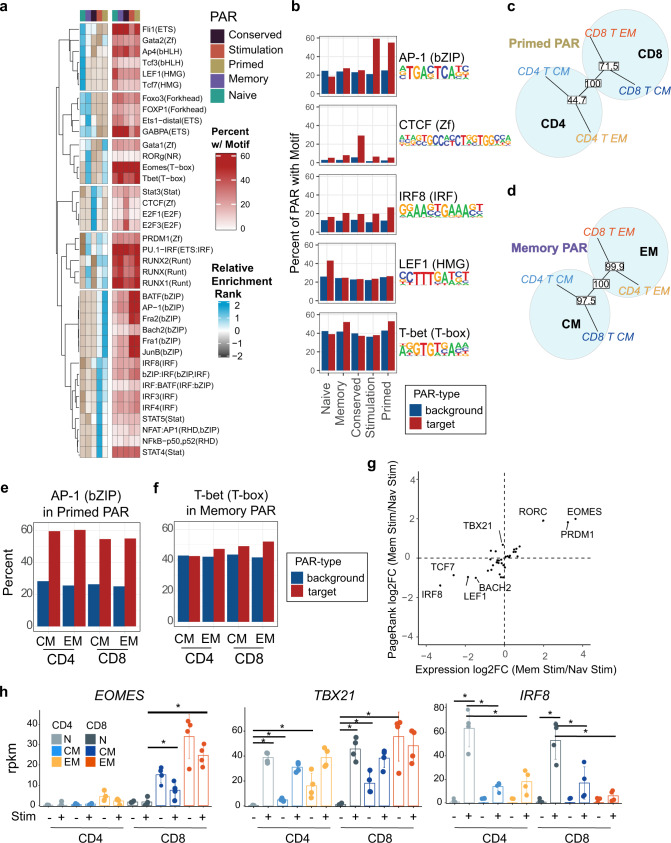
Transcription factor motif and expression patterns differentiate between memory and naïve T-cell response to stimulation. **a** Heatmaps of enrichment rankings for transcription factor binding motifs in each of the PAR categories for CD8^+^ T_EM_ cells and percent of PAR with the target motif for the selected example motifs. **b** Bar plots showing percent of input peaks containing indicated motifs (red) and percent background regions containing motif (blue) for five motifs representing enrichment specific to one or more of the PAR categories. **c,** **d** Phylogenetic dendrogram of transcription factor binding motif enrichment ranks found within Primed (**c**) and Memory (**d**) PAR compared across MTC subset groups. The reproducibility of tree structures was tested using bootstrapping analysis with the percent reproducibility shown in white boxes for each node. **e,** **f** Bar plots showing examples of differences in percent input PAR containing the indicated motifs across MTC subsets for primed (**e**) and memory (**f**) PAR. **g** Scatter plot showing log_2_FC of RNA expression (*x*-axis) vs PageRank statistic (*y*-axis) of CD8^+^ T_EM_ compared to naïve T cells for transcription factors known to bind to motifs found to be enriched in primed or memory-PAR. **h** Bar plot showing rpkm values for indicated genes in both resting and stimulated samples. Error bars indicate ±SD. Asterisks indicate relevant significant differences as detected by DESeq2 algorithm.

Enrichment rank scores of transcription factor motifs associated with primed-PAR across the different memory subsets in CD8^+^ and CD4^+^ T cells clustered according to cell lineage (Fig. 9c); whereas transcription factor motifs enriched in memory-PAR clustered according to memory cell subtype (Fig. 9d). 

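Among primed peaks, an AP-1 motif lay in 21.7% in CD4+ T_EM_ and 20.9% in CD4+ T_CM_, against 18.5% in CD8+ T_CM_, 19.0% in CD8+ T_EM_ and 18.6% in CD8+ T_EMRA_. CD4+ T_EM_ differed from each CD8+ subset (Fisher's exact test, adjusted p = 1.65e-05 against CD8+ T_CM_, 6.16e-05 against CD8+ T_EM_ and 6.23e-06 against CD8+ T_EMRA_). CD4+ T_CM_ differed from each as well (adjusted p = 0.0102, 0.027 and 0.0102 in that order), while CD4+ T_EM_ and CD4+ T_CM_ did not differ detectably (adjusted p = 0.464). Peaks are not independent replicates, and these tests do not take the spread between donors into account.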

Differences between memory subsets were also observed, with CD4^+^ T cells showing slightly higher percentages of primed-PAR containing AP-1 factor motifs (Fig. 9e). The percentage of memory-PAR containing T-BET motifs was highest in CD8^+^ T_EM_ cells and lowest in CD4^+^ T_CM_, a finding that is consistent with the role of T-box factors in effector T-cell programming (Fig. 9f)^44^. 

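Memory peaks of CD8+ T_EMRA_ held a T-box motif, the site of T-BET, at 27 of 358 peaks or 7.5%, and those of CD8+ T_EM_ at 39 of 778 or 5.0%. These 2 did not differ past the threshold (Fisher's exact test, adjusted p = 0.169). CD4+ T_EM_ had 4 of 211 (1.9%), CD4+ T_CM_ 2 of 139 (1.4%) and CD8+ T_CM_ 1 of 87 (1.1%). CD8+ T_EMRA_ differed from CD4+ T_CM_ (Fisher's exact test, adjusted p = 0.0258) and CD4+ T_EM_ (adjusted p = 0.012), and not from CD8+ T_CM_ after adjustment (adjusted p = 0.0563). The difference between CD8+ T_EM_ and CD4+ T_CM_ did not pass after adjustment (adjusted p = 0.131), and at 1 to 4 peaks the counts in CD4+ T_CM_, CD4+ T_EM_ and CD8+ T_CM_ are too low to rank these subsets. Without its shallow library the class of CD8+ T_EMRA_ fell from 358 to 54 peaks, in which motifs were not counted.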

The PageRank algorithm was used to compare the relative importance of different transcription factors in terms of their effect on target DEG after stimulation. EOMES was found to have the highest PageRank score in stimulated CD8^+^ MTC (compared to stimulated naïve), as well as the greatest fold change in augmented gene expression (Fig. 9g, i), a finding consistent with its role in maintaining CD8^+^ T-cell memory^44,45^. PageRank scores for EOMES and T-BET were similar. T-BET expression was lowest in naïve cells but varied across MTC subsets and was induced to similar levels irrespective of subset (Fig. 9h). Protein measurements of both intracellular EOMES and T-BET via flow cytometry showed that each were increased after stimulation (Supplemental Fig. 6a); however, EOMES levels were already significantly high in resting CD8 T_EM_ and remained unchanged at these high levels after stimulation. T-BET levels were induced to the highest degree in naïve T cells in both CD4 + and CD8 + lineage groups. Likewise, the PageRank score and expression of *IRF8* were highest in stimulated naïve T cells (Fig. 9g). Expression data showed that stimulation induced high levels of *IRF8* in naïve cells, but all memory subsets induced significantly lower levels of *IRF8* after the 48 h of stimulation (Fig. 9h) compared to naïve T cells. Collectively these data show that both distinct and overlapping sets of transcription factor binding motifs are enriched in each of the identified PAR categories. Moreover, the expression of many of the transcription factors known to bind such motifs (IRF8, EOMES, T-BET, and LEF1) are coordinated to regulate and enable unique aspects of MTC differentiation following stimulation.

## Discussion

In this study we used an integrated transcriptomic and epigenetic sequencing approach to understand the cellular programming of the largest memory-subset groups found in human blood and how these programs change in response to ex vivo stimulation. In addition to specific and differential relationships between subsets and lineages, a series of regulatory modalities, pathways, and transcription factors were found to be associated with specific MTC genes. States of chromatin accessibility in key genes within MTC revealed a robust mechanism to control gene expression in response to secondary activation that allow MTC to respond more efficiently and with fewer epigenetic reprogramming steps. Regardless of cell lineage, MTC subsets shared nearly one third of the DEGs that distinguish them from naïve T cells, suggesting a common memory signature. However, expression differences between each MTC subset and naïve T cells were also observed in gene pathways related to important functions such as cytotoxicity, metabolism, and self-renewal.

It is known that MTC exploit distinct metabolic pathways based on their differentiation and memory status^46–48^. Here, in addition to the transcriptional evidence, we provided additional characterization of the metabolic states of naïve and MTC subsets. Consistent with previous studies^49^, we showed that resting MTC populations predominantly utilize OXPHOS and fatty acid oxidation for their main or primary metabolic needs and switch their metabolism to aerobic glycolysis when they are stimulated ex vivo. In addition, some of the MTC subsets use the other pathways to different degrees as a secondary means of metabolism. Previous studies revealed that although both resting naïve and MTC rely on OXPHOS, naïve T cells harbor less mitochondrial mass^50^. In addition, mitochondria of MTC display more elongated structures with tight cristae compared to naïve counterparts, indicating that OXPHOS is highly efficient in these cells^51,52^. Supporting these studies, our mitochondria analysis of T-cell subsets demonstrates distinct distribution of populations with MTG^Hi^ and TMRM^Hi^ among the subsets according to their activation state. In particular, T_EM_ and T_CM_ subsets exhibit significantly higher frequency of cells with greater mitochondria mass and potential than naïve T cells. By contrast, CD8^+^ T_EMRA_ cells did not show a significant difference compared to their naïve counterpart, and stimulation of these cells further decreased the frequency of MTG^Hi^ and TMRM^Hi^, suggesting that these cells are metabolically distinct than the other MTC subsets. CD4^+^ MTC subsets have a similar fatty acid oxidation capacity; however, CD8^+^ T_EM_ and T_EMRA_ subsets show increased capacity for this metabolic pathway compared to naïve counterparts. Consistent with previous studies^53^, all activated T cells decreased fatty acid utilization.

Recent studies showed that MTC shift towards aerobic glycolysis more rapidly than naïve T cells to facilitate a rapid secondary response^54^. We showed that T_EM_ and T_CM_ subsets differ in expression of genes related to the regulation of metabolism and in particular to acetyl CoA production with differential expression of glycolysis-promoting enzymes such as LDH. Our metabolic data confirm that all resting MTC subsets have higher glycolytic capacity than their naïve counterparts, suggesting a potential contribution to more efficient secondary responses. Moreover, the glycolytic capacity of the effector MTC is significantly higher than central memory and naïve subsets that might be required for their rapid effector function.

Overall, our data show evidence of a gradient of differentiation from naïve T-cell progenitors in MTC subsets which is highest in T_EM_. We show that this subset exhibits the greatest numbers of changes from the naïve T-cell transcriptome as well as higher numbers of changes to chromatin accessibility. T_CM_, on the other hand, maintained the highest expression levels of genes that were also expressed in naïve T cells, a result consistent with other recent findings^55^. In addition shared expression of genes in naïve T cells and T_CM_ MTC includes the transcription factors downstream of the WNT-beta catenin signaling pathway (LEF1 and TCF1), which have been previously associated with self-renewal and stem-like properties in mature CD8^+^ T cells^56^. It is important to note that the naïve CCR7 + CD45RA + T cells isolated in this study may also contain a small percent of stem-cell MTC: however, this population has been shown to make up less than 10% of total CD8^+^ T cells and so likely had a small effect on our data^57^.

One mechanism by which MTC may be able to alter the way in which they respond to antigen stimulation compared to naïve T cells is through modification of chromatin structure. Large numbers of chromatin accessibility and epigenetic modifications such as DNA methylation changes have been observed previously in mouse CD8^+^ MTC after acute or chronic viral infections^13,58^. Here, we found that all human CD8^+^ and CD4^+^ MTC contain large numbers of DAR compared to naïve T cells. These DAR fell within loci that were correlated with differential gene expression, and which progressively increased in both number and magnitude from central memory to effector MTC subsets. It remains unclear whether this variation in epigenetic changes between central and effector MTC reflects a one-way linear differentiation path in CD8^+^ T cells as previously suggested by some models^59^, or results from a more complicated plastic development trajectory^58,60^. However, fewer differences were found when comparing the chromatin of CD8^+^ T_EM_ to T_EMRA_, suggesting a closely shared differentiation pathway for these cells. Interestingly, accessibility differences between circulating CD4^+^ T_CM_ and T_EM_ were subtle, reflecting their close relationship. This may reflect a heterogenous population not as well captured by traditional T_CM_ and T_EM_ definitions, as the diverse roles CD4^+^ effector T cells play in the immune response is likely to lead to a memory population that is equally as diverse. Upon activation, however, CD4^+^ T_EM_ show a greater degree of transcription and chromatin accessibility changes (greater than CD4^+^ T_CM_), which may be related to the activation requirement of effector functions of different CD4^+^ T-cell effector subsets.

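On activation, the promoter of *IFNG* stood at 25 ± 5.02 rppm (SD, n = 4) in CD4+ T_EM_ and at 12.9 ± 4.49 rppm (SD, n = 4) in CD4+ T_CM_, log2 fold changes of 0.67 (adjusted p = 0.024) and 0.69 (adjusted p = 0.0205) from rest. Both lie under the DAR threshold of 1. The promoter of *IL21* rose to 17 ± 3.35 rppm (SD, n = 4) from 2.33 ± 1.21 in CD4+ T_EM_ and to 21.3 ± 3.02 rppm (SD, n = 4) from 2.69 ± 0.918 in CD4+ T_CM_, log2 fold changes of 2.72 and 2.81. In CD4+ T_EM_, 61535 peaks changed, 54224 of them gains, and in CD4+ T_CM_ 63416, 54843 of them gains. The response itself differed between these subsets at 46 peaks, at 87 with the donor as a replicate block and at 2 without replicate 4. The root mean square log2 change on activation was 1.498 ± 0.052 in CD4+ T_EM_ and 1.536 ± 0.035 in CD4+ T_CM_ (SD, n = 4 donors each), smaller in CD4+ T_EM_ in 4 of 4 donors by 0.038 ± 0.018 (two-sided exact permutation test over donors, which at n = 4 cannot give a p under 0.05).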

Transcription factor motifs associated with DAR and DEG identified sets of potential factors that could be responsible for defining MTC transcriptional networks. T-box, AP-1, and HMG family transcription factor binding motifs were enriched within DAR that separate memory from naïve T cells, particularly those that distinguish effector memory. Supporting these results, the T-box factors T-BET and EOMES are known to be important in the formation of CD8^+^ effector T-cell programming and memory cell populations respectively^44,61^. The HMG factor LEF1 has also been implicated in early T-cell differentiation^62^. Members of the bHLH family of transcription factors, such as AHR, HIF1A, and MSC were found to be important for distinguishing between the memory subsets. AHR and HIF1A are capable of sensing changes in environmental conditions^38,63^. An AHR binding motif found within a DAR near the promoter of *VBP1* (encoding VHL) suggests one potential mechanism by which AHR modulates metabolic differences of CD8^+^ T_CM_ and T_EM_, as conditional deletion of this gene has been shown to promote constitutive glycolysis in CD8^+^ T cells reminiscent of that exhibited by T_EM_^64^. Our data suggests that AHR plays a greater a role in the CD4^+^ MTC and CD8^+^ T_CM_ subsets, including the highest protein expression of AHR in T_CM_ after stimulation. The integrated assay data also suggested that HIF1A might be more important in the CD8^+^ T_EM_ population. However, interestingly, protein data for this factor showed that T_EM_ populations were the only subset studied for which HIF1A concentration did not increase after stimulation. Ultimately other mechanisms (such as dynamic degradation by AHR-regulated genes like *VBP1* (VHL)) could be a part of differential environmental sensing mechanisms between MTC subsets^65^. The evidence for unique regulation of HIF1A and its targets in T_EM_ shown here suggests a potentially important role in this MTC subset which will require further experimentation to elucidate.

MSC was the most highly ranked transcription factor in all MTC by the PageRank algorithm, but its expression was absent in naïve T cells. MSC is a repressor capable of binding E-box elements as either a homodimer or heterodimer with E2A (TCF3) and was initially found to be highly expressed in activated B cells where it has been shown to play a role in promoting memory B cell differentiation^33,66^. We showed that it is also highly expressed in activated T cells as well. The potential interactions of MSC with E2A is particularly interesting in the context of memory T cells as motifs specific for this factor were found to surround several genes repressed in activated CD8^+^ T cells in mice^13^. MSC is expressed by several CD4^+^ effector T-cell subsets, including Tfh, Th17, and Treg cells in mice^34,67^. In human Th17 cells, MSC inhibits cellular response to IL-2 via STAT5B signaling^68^. Studies using genetic mouse models have shown that MSC deficiency leads to spontaneous gut and lung inflammation with age^34^ while also enhancing inflammation and IL-22 secretion in inflammatory bowel disease models^69^. Despite its clear role in a variety of settings and evidence of its importance for MTC gene regulatory networks shown here, it is largely unclear exactly how MSC participates in regulating MTC, and what role it plays in activation of naïve and MTC respectively.

Stimulation of T cells led to dramatic changes in both gene expression and chromatin accessibility. Various cytokines genes (*IL4, IL1A,* and *IL22*) were induced after 48 h of stimulation in MTC but not in naïve T cells, potentially reflecting a mechanism for expediting effector gene expression that is unique to antigen-experienced cells. We showed that induction of these cytokine transcripts translates directly to higher levels of cytokine protein in MTC relative to naïve cells under similar stimulation conditions. This effect is most prominent in T_EM_ subsets of both CD4 + and CD8 + MTC which express the highest levels of their respective effector cytokines. MTC also constitutively express a large number of genes that are not expressed in naïve T cells but are upregulated following stimulation. Continuous expression of effector genes in this category reflects the ability of MTC to maintain certain effector functions, even in the absence of active infection, as exemplified by increased expression of the gene *CXCR3* known to play a role in trafficking CD4^+^ and CD8^+^ T cells to peripheral sites of inflammation^41^. Several MTC-specific genes were augmented in their expression, having high levels in the resting state that were increased further following stimulation. These genes were correlated with accessible chromatin loci that were present only in MTC prior to stimulation, suggesting that these genes were poised for expression upon rechallenge. The transcription factor EOMES exemplifies this set, with higher expression in MTC potentially facilitating its central role in the maintenance/programming of these cells^44,70^.

Binding motifs specific for known activation-induced transcription factors such as AP-1 family members (e.g., BATF) and their binding partners NFAT and IRF were highly enriched in both stimulation- and primed-PAR, suggesting that these regions may also be maintained in an open state in MTC in order to more rapidly respond to TCR stimulation. Binding site motifs for transcription factors at primed-PAR separated the samples by lineage (CD4^+^ vs CD8^+^) suggesting distinct epigenetic control of activation for each lineage. Interestingly, binding motifs within memory-PAR separated the samples by subset (T_CM_ vs T_EM_) irrespective of lineage. The exact cues leading to specific MTC subset differentiation remain elusive; however, it is likely that epigenetic mechanisms targeting these memory-subset-specific PAR play a role when paired with simultaneous expression of master regulator transcription factors.

Transcription factor motifs may play multiple roles depending on whether they are maintained in an accessible state within naïve or MTC, and when matched with expression of their corresponding TF. For example, in all MTC, IRF8 motifs are enriched in primed- and stimulation-PAR, but network analysis suggests that this factor plays a greater role in expression changes of activated naïve T cells than in activated MTC, due perhaps to its lowered expression in MTC. Coupled with IRF8’s known role in driving effector T-cell generation in mice^71,72^, this may suggest repression of IRF8 as an important aspect of T-cell memory. Conversely, as noted above, the expression of EOMES is augmented in CD8^+^ MTC before and after stimulation while expression of the competing factor T-BET is similar between naïve and MTC after stimulation. Expression of EOMES after stimulation in CD8^+^ MTC is slightly decreased after stimulation, but still expressed to a greater extent than in stimulated naïve cells, perhaps leading to a higher overall ratio of EOMES/T-BET expression in stimulated MTC. This along with the presence of EOMES/T-BET binding motifs within both memory- and primed-PAR highlights a potential mechanism by which EOMES helps drive memory-specific gene expression, particularly in CD8 + T_EM_ cells, which express high levels of this factor in a resting state. In its absence, T-BET controls the effector cell transcriptional response after activation^61^. Accordingly, higher resting expression of T-BET and greater accessibility of its target sites in T_EM_ may drive the effector-like phenotype of this subset.

In summary, MTC display lineage and subset-specific gene expression and chromatin accessibility patterns. These provide MTC with a unique epigenetic context driven by a history of their previous activation during encounters with antigen. In total, these memory-specific features enable MTC to adopt expression profiles of effector T cells more rapidly during secondary immune challenge.

## Methods

### Human subjects

Whole blood samples from four deidentified individuals were obtained with informed consent in accordance with Emory University School of Medicine Institutional Review Board protocols, IRB00045821. PBMCs were separated by density gradient centrifugation (Ficoll-Paque, GE Healthcare), treated with ACK lysing buffer to remove red blood cells, and washed in PBS.

### MACS isolation and ex vivo stimulation

CD4^+^ or CD8^+^ T cells were isolated from PBMC samples using MACS microbead (Miltenyi Biotec) isolation kits (CD4: #130-096-533, CD8: #130-096-495) via negative selection of non-target cells. Briefly, 1 × 10^7^ cells were resuspended in 40 μl MACS buffer and incubated with CD4^+^ or CD8^+^ biotin-antibody cocktail and then incubated with 20 μL of T-cell MicroBead cocktail for 10 min. The flow-through was collected from a MACS separator column and washed with 3 mL MACS buffer. Collected cells were separated for either immediate flow sorting (resting cells) or incubated for 42–48 h in complete Roswell Park Memorial Institute (RPMI) media with anti-CD3/CD28 beads (Gibco: #11131D) for ex vivo stimulation. 10^6^ cells were added to cell suspensions in a 2:1 bead-to-cell ratio before being removed prior to flow staining and sorting.

### Flow cytometry isolation of human memory T-cell subsets

Cells were resuspended at 1 × 10^6^/100 µl in FACS buffer (PBS, 1% BSA, and 2 mM EDTA), stained with CCR7-BB515 (BD biosciences: 565870) for 30 min at 37 °C, and then a cocktail of the following: CD3-V450 (Tonbo Biosciences: 75-0038), CD4-PE/Cy7 (Biolegend; 300511), CD8-FITC (Life technologies: MHCD08014), CD45RA-PE/TxRed (Biolegend: 304145), Zombie Yellow Fixable Viability Kit (Biolegend; 423104)) for 30 min at 4 °C and then washed with 1 ml of FACS buffer. The following gating strategy was used to define memory subsets: lymphocytes were gated based on SSC-A / FSC-A, single cells by FSC-H / FSC-A, and live cells were based on exclusion of Zombie Yellow Fixable Viability Kit. T cells of the appropriate linage were selected using the markers CD3, CD4, and CD8. Memory and naïve T-cell subsets were isolated using the markers CCR7 and CD45RA. Cell sorting was performed at the Emory Flow Cytometry Core using a FACSAria II (BD Biosciences) and BD FACSDiva software (BD Biosciences). Data were analyzed and figures generated using FlowJo v10.6.2. Supplementary Table 1 contains a list of all antibodies and the concentrations used.

### RNA sequencing

One thousand cells were sorted directly into RLT buffer (79216; Qiagen) containing 1% 2-mercaptoethanol. RNA was isolated using the Quick-RNA Microprep kit (Zymo Research; R1050). The SMART-Seq v4 Ultra Low Input RNA Kit (634894; Takara Bio) was used for cDNA synthesis, and 400 pg of cDNA was used as input for the NexteraXT kit (Illumina) to create sequence libraries. DNA libraries were sequenced at the University of Alabama at Birmingham’s Heflin center for genomics using a NextSeq500.

### RNA-sequencing data analysis

Raw sequencing data were mapped to hg38 using STAR v.2.5.3^73^. Duplicate reads were identified and removed using PICARD (http://broadinstitute.github.io/picard/). Reads per kilobase per million (rpkm) normalized gene expression counts were derived by analyzing coverage across all exons that fall within unique ENTREZ genes using the GenomicRanges package^74^. The Bioconductor package DESeq2^75^ was used to determine differentially expressed genes (DEG) which were defined as having an absolute log_2_ fold-change of ≥1 and a false discovery rate (FDR) of ≤0.05. Differentially expressed genes are listed in Supplemental Data 1. All detected transcripts were pre-ranked for gene set enrichment analysis (GSEA)^76^ by multiplying the sign of the fold change (±) by −log_10_ of the *p*-value. Heatmaps were generated using the CompexHeatmap R package^77^. Three dimensional comparisons of differential expression used the normalized read counts which were averaged across MTC subset groups, log_2_ transformed, and converted to barycentric coordinates for visualizing using the Tri-wise R package^20^. T-cell-relevant gene sets were obtained from the MSigDB v7.4 database gene ontology collection (GOBP-GO _ NATURAL _KILLER_ CELL_MEDIATED_IMMUNITY; GOBP-LEUKOCYTE_MEDIATED_CYTOTOXICITY), or derived by taking the top 100 upregulated genes in CD8 CD101^—^,Tim3^—^ cells as described by Hudson, et al. ^21^. Gene modules were discovered by analyzing genes with detected counts, filtering for DEG, and then filtering for genes which had an expression value ≥3 rpkm across all samples in any one sample group. Clustering was performed using fuzzy c-means clustering (using the ‘cmeans’ function of the e1071 R package) after first estimating the fuzzifier parameter^78^ and a selecting a c value based on analysis of within sum of squared error. Module assignments for each gene are listed in Supplemental Data 2 (CD8^+^ DEG) and Supplemental Data 3 (CD4^+^ DEG).

### ATAC-seq

For each sample, 1000–20,000 cells were sorted into FACS buffer and Tn5 transposition was performed^79^. Briefly, cells were resuspended in 12.5 μl 2× tagmentation DNA Buffer, 2.5 μl Tn5, 2.5 μl 1% Tween-20, 2.5 μl 0.2% Digitonin, and 5 μl H_2_O and incubated at 37 C for 1 h. Cells were then lysed with the addition of 2 μl 10 mg/ml Proteinase-K, 23 μl Tagmentation Clean-up buffer (326 mM NaCl, 109 mM EDTA, 0.63% SDS), and incubated at 40 °C for 30 min. Tagmented DNA was purified and size selected for small fragments using AMPure XP beads (Beckman Coulter, A63881) and PCR amplified (Roche, KK2602) with dual indexing primers (Illumina, FC-131- 2004) to generate a sequencing library. Final libraries were again purified, and size selected using AMPureXP beads, quantitated by QuBit (Life Technologies, Q33231), size distributions determined by bioanalyzer (Agilent 2100), pooled at equimolar ratios, and sequenced at the Emory Non-human Primate Genomics Core on a NovaSeq6000 using a PE100 run.

### ATAC-seq data analysis

Raw sequencing data was mapped to the hg38 genome using Bowtie v1.1.1^80^. Peaks of accessibility enrichment were called using MACS2 v2.1.0^81^ and annotated to the nearest gene using HOMER^43^. Differential testing of accessible peak regions was performed using DESeq2 using the cutoffs of FDR ≤ 0.05 and >1.5 log_2_ fold-change to establish significance. Differentially accessible regions are listed in Supplemental Data 4. Count-based motif enrichment analysis was performed using the chromVAR^31^ R package. For this analysis, peaks identified by MACS2 were restricted to a fixed width of 250 bp using the ‘resize’ function from the GenomicRanges^74^ package in R. A matrix of counts for fragment insertions within these peaks was then generated using the ‘getCounts’ function from the ChromVAR package using the previously mapped sequencing reads. Overlapping peaks or those containing no fragment counts were excluded from the analysis and the motifs for transcription factor binding sites were sourced from the JASPAR^82^ database. Discovery of patterned accessibility regions (PAR) was performed using a custom R script, which used FDR cutoffs in either resting or stimulated comparisons. For example, primed-PAR were defined as significantly differential between stimulated and unstimulated naïve cells with a non-zero log_2_FC as well as significant in differential comparison between unstimulated naïve and MTC. A list of all PAR assignments for each locus can be found in Supplemental Data 5. The HOMER ‘findMotifsGenome.pl’ function was used for de novo motif enrichment analysis or known motif enrichment from this database. Relative enrichment rank change values were calculated using HOMER by normalizing the enrichment p-values for individual motifs in each set of peaks by the total number of enriched motifs found in that peak set. Resulting values were than z-score scaled for relative comparison across groups.

### Integrated analysis and statistics

For principal component analysis, normalized count data was mean scaled by row (across samples) and then analyzed using the ‘princomp’ function from the stats package in R. Phylogenetic analysis was performed by computing a Euclidean distance matrix between enrichment rank values and clustering using the ‘hclust’ function in R. Trees were plotted with APE v3.4^83^ as unrooted trees. Bootstrapping was used to assess the reproducibility of clustering using the ‘boot.phylo’ function with 10,000 permutations. PageRank^84^ analysis was performed using both normalized differential expression values derived from the RNA-seq data as well as raw ATAC-seq data. All statistical analyses were performed with R using DESeq2 for large-scale statistical analysis of RNA-seq or ATAC-seq data or using Wilcoxon Rank sum tests on individual genes with *p* ≤ 0.05 considered significant.

For all metabolic assays, a one-way ANOVA with multiple comparisons was used to determine significance. Three to six independent samples were used in these assays as indicated in the legends. Values *p* ≤ 0.05 were considered significant.

### Metabolic flux analysis (Seahorse assay)

ECAR was measured with XF96 Extracellular Flux Analyzer (Seahorse Bioscience). Human PBMCs isolated from three different donors. T cells were enriched by using human Pan T-cell isolation kit (Miltenyi Biotec). Cells were stained with antibodies to CD3 (BV450), CD4 (APC), CD8 (APC-Cy7), CD45RA (BV650), CCR7 (AF488) and ghost viability dye (BV510). Then, CD4^+^ (naïve, T_EM_, T_CM_) populations were sorted by FACS. The cells were cultured in RPMI media supplemented with IL-7 and IL-15 for 2 days with or without anti-CD3/CD28 beads (1:2 ratio). Cells were harvested, washed, and then resuspended in XF RPMI media. Cells (180,000–250,000) were transferred into a poly-D-lysine coated 96-well plate as three technical repeats for each cell type and centrifuged at 400xg for 5 min to allow the cells to collect into monolayer at the bottom of the plate. The plate was incubated at 37 °C non-CO_2_ incubator for 1 h and then placed into the XF96 Extracellular Flux Analyzer. Cells were monitored under basal conditions and in response to 10 mM glucose, 1 μM oligomycin, 100 mM 2-Deoxy-Glucose. ECAR values were extracted from Agilent Seahorse Wave Desktop software and normalized according to the initial cell number. Glycolysis, glycolytic capacity and glycolytic reserve values were calculated according to the equations provided at Agilent Report Generator User Guide.

### Mitochondrial measurements

T cells were enriched from human PBMCs by using a human Pan T-cell isolation kit (Miltenyi Biotec). The cells were cultured in RPMI media supplemented with IL-7 and IL-15 for 2 days with or without anti-CD3/CD28 beads (1:2 ratio). For assessment of mitochondrial mass, the cells were incubated with 25 nM MitoTracker Green FM (MTG, Invitrogen) for 1 h. To investigate the mitochondrial membrane potential of the cells, TMRM dye (Invitrogen) was added to a final concentration of 100 nM for the last 30 min of the above MTG incubation. Cells were stained with anti- CD3 (BV450), CD4 (PE-Cy7), CD8 (APC-Cy7), CCR7 (APC), and CD45RA (AF700) antibodies. Unfixed samples were immediately analyzed, and all samples were analyzed on a BD Fortessa flow cytometer.

### SCENITH assays

T cells were enriched from freshly isolated human PBMCs. The cells were plated in a 96-well round bottom plate and rested at 37 °C, 5% CO_2_ for 2 h. Some samples were stimulated with anti-CD3/CD28 beads (2:1 ratio) for 1 day. If the cells were not stimulated, the SCENITH protocol was performed after the 2 h resting step. In the SCENITH protocol, cells were untreated or treated with 2-deoxy-glucose (250 mM, Sigma–Aldrich), oligomycin (1.5 µM, Sigma–Aldrich), or a combination of both drugs for 20 min at 37 °C. Puromycin (10 µg/ml, Sigma-Aldrich) was added, and the cells were incubated at 37 °C for another 25 min. The cells were immediately washed with FACS buffer, then the surface staining was performed. The cells were incubated with anti-CD3 (V450), CD4 (PE-Cy7), CD8 (APC-Cy7), CCR7 (FITC), CD45RA (AF700) antibodies and ghost viability dye (BV510) in FACS buffer at 4 °C for 20 min. After washing with FACS buffer, the cells were fixed and permeabilized using Foxp3 intracellular staining kit (Invitrogen eBioscience) for 1 h at room temperature. Intracellular staining of puromycin was performed by using 1:1100 dilution of anti-puromycin (AF647) antibodies (Clone 12D10, Sigma-Aldrich) in kit supplied perm/wash buffer. The cells were incubated at room temperature for one hr, and then washed with perm/wash buffer twice. Finally, the cells were resuspended in FACS buffer and analyzed by flow cytometry. The mitochondrial dependence, glucose dependence, glycolytic capacity, fatty acid, and amino acid oxidation capacity (FAO and AAO) were calculated from the MFI of puromycin in the different treatments^28^ with adjustment of range values across samples within a group if a value within the group was negative. Briefly, percent mitochondrial dependence is calculated as the difference between control and oligomycin-treated cells divided by the difference between control and 2-deoxy-glucose plus oligomycin-treated cells. Percent glucose dependence was calculated as difference between control and 2-deoxy-glucose-treated cells divided by the difference between control and 2-deoxy-glucose plus oligomycin-treated cells. Glycolytic capacity and FAO and AAO capacity were calculated by subtracting the percent mitochondrial capacity or percent glycolytic capacity from 100, respectively.

### Detection of intracellular proteins by flow cytometry

For intracellular cytokine detection experiments, T cells were enriched from PBMC as above and stimulated for 48 h with anti-CD3/CD28 beads (2:1 ratio). The cells were incubated with both Golgi Stop (BD Biosceinces) and Brefaldin A (Biolegend) for 5 h at 37 °C. Surface staining was performed with washed cells using by anti- CD3 (BV605), CD4 (BV785), CD8 (APC-Cy7), CCR7 (AF488), CD45RA (AF700) antibodies and ghost viability dye (BV510). After washing with FACS buffer, cells were fixed and permeabilized for 20 min using the Cytofix/Cytoperm kit (BD Bioscience). The cells were again washed with permeabilization buffer. Intracellular staining was performed to detect the cytokines by using IL-1α (PE), IL-4 (APC), IL-2 (PE-Cy7), IL-5 (eflour450), IFNγ (BV711), TNFα (BV650), IL-22 (BUV737), and IL-17 (PerCP) antibodies in permeabilization buffer. The isotype controls used were Mouse IgG1, κ Isotype (PE), Rat IgG1, κ Isotype (APC), Rat IgG2a, κ Isotype (PE/Cy7), Rat IgG1 κ Isotype (eflour450), Mouse IgG1, κ Isotype (BV711), Mouse IgG1, κ Isotype (BV650), Mouse IgG1 κ Isotype (BUV737), Mouse IgG1 (PerCP). The cells were incubated at 4 °C for 30 min, and then washed with permeabilization buffer and resuspended in FACS buffer. The samples were analyzed by flow cytometry.

To detect the transcription factors levels in unstimulated and stimulated T cells (with anti-CD3/CD28 beads for 2 days), surface staining was performed with anti-CD3 (BV650), CD4 (BV711), CD8 (APC-Cy7), CCR7 (AF488), and CD45RA (AF700) for 20 min at 4 °C. After washing the cells, they were fixed and permeabilized using the Foxp3 intracellular staining kit as above. Intracellular staining was done using antibodies to EOMES (PE-Cy5.5), T-BET (BV421), HIF1α (APC), and AHR (PE-Cy7). Following staining for MSC, cells were restained with an anti-rabbit secondary antibody (PE). The isotype controls used were Mouse IgG1 κ Isotype (PE/Cy5.5), Mouse IgG1, κ Isotype (BV421), Mouse IgG1 (APC), Mouse IgG2b κ Isotype (PE/Cy7), Rabbit IgG. The cells were washed with permeabilization buffer and resuspended in FACS buffer for flow cytometry analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Supplemental Data 6

Reporting Summary

## Data Availability

All sequencing data have been deposited in NCBI Gene Expression Omnibus (GEO) under the following accession numbers GSE186463 for RNA-seq and GSE186462 for ATAC-seq. Raw data used to create Fig. 1f, 2b, l, 3c, d, f, h-p, 5i, 7g, h, 8d–g, 9b, e, f, and h are included in Supplemental Data 6.

# Supplementary material for: Distinct transcriptomic and epigenomic modalities underpin human memory T cell subsets and their activation potential
**Source:** Commun Biol. 2023 Apr 3;6:363. doi: 10.1038/s42003-023-04747-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplemental Data 1

**Description:** Differentially expressed Genes.

**File name:** Supplemental Data 2

**Description:** Clustering modules for CD8 T cells.

**File name:** Supplemental Data 3

**Description:** Clustering modules for CD4 T cells.

**File name:** Supplemental Data 4

**Description:** Differentially Accessible Regions.

**File name:** Supplemental Data 5

**Description:** Patterned accessibility regions classifications.

How the deposited data were processed for this re-analysis (not part of the article)

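ATAC-seq was measured in 7 populations of human T cells from 4 donors, at rest and after stimulation, which gave 56 libraries in 14 groups. RNA-seq data were not analysed here. The authors aligned reads to hg38 with Bowtie 1.1.1, called peaks with MACS2 and deposited RPM values for detected peaks under the name rppm, taken here as reads in each peak divided by library depth. The scaling was read from this name and from the values, and the tested peaks held from 93.2% to 98.7% of 1 M rppm per library. The values of each library were multiples of 1 step, so that whole reads could be recovered, with 100% of values within 0.06 of a whole read. The table held 150433 peaks from 24 to 3999 bp wide, none on chromosome Y. Peaks at 2 genes that differ with a donor's sex (3 peaks) were left out, and 150430 were tested.

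The resting and the stimulated column of naïve CD4+ T cells of 1 replicate held identical values. Both were left out, which left 54 libraries and groups of 3 for resting and stimulated naïve CD4+ T cells, a departure from the plan of 56 libraries. Reads in peaks ranged from 0.19 to 9.76 M per library, with a median of 5.94 M. A library under 2 M was called shallow, which applied to 1 of stimulated CD8+ T_EMRA_ and 1 of resting naïve CD8+ T cells (1.55 M). Both were kept, and counts without them are given where they differ. At the median depth 1 read is a small part of 1 rppm, and values under 0.5 rppm rest on few reads.

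Groups were compared with limma 3.58.1 (trend, R 4.3.3) on log2(rppm + 0.5) in 1 fit over the 14 groups without a replicate block, with 12.2 prior degrees of freedom. P values were adjusted by Benjamini and Hochberg over all peaks of a comparison. DAR passed an adjusted p of 0.05 and an absolute log2 fold change of 1, and PAR classes used the adjusted p alone. Donors pair the libraries. After group means were removed, 339 pairs of libraries of the same donor had a median correlation of 0.121 and 66.7% were over 0.1, against -0.043 and 1.5% for 1014 pairs of different donors. The fit with the donor as a replicate block is an alternative, and its value is given where it changed a call or moved a count by more than 1.5 times. Other alternatives were edgeR 4.0.16 (quasi-likelihood, TMM factors, common dispersion 0.04) and DESeq2 1.42.0 on the recovered reads, pseudocounts of 0.1 and 1, a mean of at least 2 rppm, a log2 fold change over 1.5, for PAR an FDR of 0.01, a median shift, quantile normalization, fits to only the groups compared and each replicate left out in turn. The comparisons, tests and these alternatives were chosen before the data were examined. Alternatives for the identical columns and the shallow libraries were added once the values had been seen.

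Peaks were assigned to the nearest start site of a protein-coding gene in GENCODE v44, since the table held coordinates alone. Of 245 regions in the part of the study's supplementary table that could be read, 233 (95.1%) had the same gene, and 52 of 54 promoters were promoters here. Genes were named by a rule: all peaks of the loci the paper names for accessibility, and per comparison up to 10 genes higher and 10 lower past the DAR threshold that changed the same way in each donor with a mean of at least 5 rppm in the higher group, ranked by fold change. For genes of lists, and for *IL4*, *GZMH*, *CXCR3*, *MSC*, *EOMES*, *TBX21* and *IRF8*, the rule names the peak nearest the start site and the peak with the smallest adjusted p. The text names part of the genes that this rule allows, and 2 results that need withheld genes are not reported here. Gene lists were written by hand and tested with camera, with an inter-gene correlation of 0.01 and with an estimated one. Of the 18 lists, cytotoxic effector genes and genes of naïve and stem-like cells are reported with the comparisons. For the others, the peaks higher and lower in resting CD8+ T_EM_ than in naïve cells were 111 and 15 of 418 (112 and 15 when adjusted over the list alone) for memory transcription factors that the study names; 58 and 1 of 210 (61 and 1 when adjusted over the list alone) for cytokines; 112 and 18 of 423 (113 and 19 when adjusted over the list alone) for chemokines and homing receptors; 64 and 9 of 288 (66 and 10 when adjusted over the list alone) for co-stimulatory and inhibitory receptors; 69 and 36 of 527 (69 and 37 when adjusted over the list alone) for activation genes; 7 and 5 of 107 (the same when adjusted over the list alone) for cell cycle genes; 28 and 25 of 300 (the same when adjusted over the list alone) for glycolysis; 35 and 9 of 229 (the same when adjusted over the list alone) for fatty acid metabolism; 37 and 6 of 125 (37 and 7 when adjusted over the list alone) for NK cell receptors; 31 and 11 of 143 (32 and 12 when adjusted over the list alone) for innate-like T cell genes; 28 and 3 of 113 (28 and 5 when adjusted over the list alone) for regulatory T cell genes; 3 and 8 of 52 (the same when adjusted over the list alone) for CD4 lineage genes; 3 and 10 of 53 (the same when adjusted over the list alone) for CD8 lineage genes; 5 and 16 of 104 (the same when adjusted over the list alone) for B cell genes; 7 and 3 of 127 (the same when adjusted over the list alone) for monocyte genes; 1 and 6 of 25 (the same when adjusted over the list alone) for erythroid and platelet genes.

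Principal components were computed on row-centred log2 values of DAR without scaling. Resting libraries were clustered by average linkage over DAR after each row was scaled to unit variance, a step added to the plan. The distance between 2 populations was the root mean square log2 difference over all peaks between libraries of 1 donor, tested by exact permutation of signs. Motifs were consensus sequences in the central 250 bp, scanned on both strands. Their deviation per library was the signal in peaks with a motif relative to that predicted from all libraries, corrected with peaks matched for GC content and mean signal, and groups were compared by exact permutation. Motif shares of PAR classes were compared with peaks matched for GC content by Fisher's exact test. Fisher's tests on PAR classes, for motifs and for promoters, treat peaks as independent and leave out the spread between donors. Single loci were scanned with Biostrings 2.70.1 and Rsamtools 2.18.0. Tables were read with data.table 1.17.8. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

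The steps were tested on simulated data. For the tests of peaks, all planted peaks had a mean of at least 2 rppm. All peaks shared the common dispersion of 0.04, and no donor effect was added. The rates found therefore do not carry over to thinner peaks or to data with donor differences. Of 100 peaks planted with each change, limma found 29 with a 2-fold rise, 22 with a 2-fold fall, 96 with a 4-fold rise and 76 with a 4-fold fall, and called 0 of 149254 unchanged peaks. edgeR, run on the planted peaks and a sample of the others, found 56, 41, 100 and 99. Of 200 planted primed peaks 193 were found, and of 200 stimulation peaks 198. Of 1 planted list camera called 1. A planted rise of 20% at T-box motifs was found as 19.17%, with at most 0.5% at other motifs.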

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

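The tests on the shallow library, on the scaling to library depth and on reads shared between *KIR* genes, and the counts over other splits of the libraries, were chosen after the results were seen. The test of CTCF peaks was written earlier. Of 78 groups of 4 libraries examined for 1 library far from the other 3, 7 results were found, and chance gives about 1 in 20 groups. In 1 library of stimulated CD8+ T_EMRA_, reads in peaks were 0.19 M, far below the other 3. On the first component of the resting libraries, 1 library of CD4+ T_EM_ was lowest at -0.192. On the second component of all libraries, 1 library of resting CD4+ T_EM_ was lowest at -0.1, 1 of resting naïve CD8+ T cells at 0.364 and 1 of stimulated CD8+ T_EM_ at -0.401. At AP-1 motifs, 1 library of resting naïve CD8+ T cells was highest at -12.36%, and at T-box motifs 1 of resting CD4+ T_EM_ was highest at -0.86%. The results of resting CD4+ T_EM_ all came from the library of replicate 3. On the second component, those of resting naïve CD8+ T cells and stimulated CD8+ T_EM_ were of replicate 3 too. These results are therefore not independent.

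Differences between groups in the size of a change were tested as interactions. The contrast of T_EM_ and T_CM_ at rest differed between the CD8+ and CD4+ lineages at 146 peaks, and no other split of the libraries gave a peak. The response to activation differed from that of naïve cells at 811 peaks in CD4+ T_CM_ (highest of the other splits, 16), 2642 in CD4+ T_EM_ (166), 2648 in CD8+ T_CM_ (1), 10973 in CD8+ T_EM_ (3) and 22023 in CD8+ T_EMRA_ (738). Between memory subsets it differed at 46 peaks for CD4+ T_EM_ and CD4+ T_CM_ (0), 399 for CD8+ T_EM_ and CD8+ T_CM_ (0) and 239 for CD8+ T_EMRA_ and CD8+ T_EM_ (13). With a replicate left out, the 9 counts ranged as low as 1 between lineages, 251, 968, 1167, 5006 and 15018 against naïve cells, and 2, 20 and 0 between memory subsets. Without the shallow library of stimulated CD8+ T_EMRA_, the count between lineages was 837. Against naïve cells the counts were then 1696 in CD4+ T_CM_, 5083 in CD4+ T_EM_, 5472 in CD8+ T_CM_ and 18054 in CD8+ T_EM_. Between memory subsets they were 91, 1366 and 147 in the same order. The last, 239, was 7 with edgeR, 246 with DESeq2 and 0 in a limma fit to only the groups compared. Chance can be excluded for these counts if libraries are exchanged freely. The splits that part as many donor pairs are 8, too few for a share under 0.05, and the real count exceeded the other 7 each time.

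Signals were also seen in 3 gene lists. At 17 NK cell receptor genes, 9 peaks were higher in CD8+ T_EMRA_ than in CD8+ T_EM_ (21 when adjusted over the list alone), and at 7 innate-like T cell genes 4 peaks were lower (12 when adjusted over the list alone). At 7 genes of regulatory T cells, which include *FOXP3* and *IKZF2*, 30 peaks were higher in CD4+ T_EM_ than in naïve CD4+ T cells and none lower (33 and 0 when adjusted over the list alone). Against naïve cells of the lineage, genes of this list with only higher peaks numbered 6 of 7 in CD4+ T_EM_. They numbered 5 each in CD4+ T_CM_ and CD8+ T_CM_, 4 in CD8+ T_EM_ and 3 in CD8+ T_EMRA_. In CD8+ T_EM_ and in CD8+ T_EMRA_, 1 gene had only lower peaks. The rise was therefore not particular to CD4+ T_EM_. No biological explanation of the regulatory T cell signal was tested.

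Stimulated CD8+ T_EMRA_ differed from stimulated naïve CD8+ T cells at 16887 peaks, while stimulated CD8+ T_CM_ differed at 3209. Without the 1 shallow library of stimulated CD8+ T_EMRA_ the count was 1437 and that of CD8+ T_CM_ 6176, so that the order turns and the excess rests on this library. A difference in depth beyond that library was not tested apart from it. Another split of the libraries gave 19819 peaks, so that chance is not excluded for the count of 16887. The difference in response from naïve cells, tested as an interaction, was still called without this library. With each replicate left out in turn, which drops the shallow library once, that count was from 15018 to 17273 peaks. Whether CD8+ T_EMRA_ respond differently for a biological reason stays open and was not tested.

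Of the peaks that changed on activation, from 79.9% to 90.3% gained accessibility in each population. One offset shared by all peaks, with no other change, is argued against by CTCF peaks. Their median log2 change lay below that of all peaks in each population, with a smallest difference of -0.26 (in CD8+ T_EM_, 0.27 against 0.53). Over peaks with a mean of at least 2 rppm it lay below as well, closest in CD4+ T_EM_ (-0.04 against 0.14). The median of all peaks in CD4+ T_EM_ was 0.55 without this filter. An offset together with gains at other peaks would also place CTCF peaks lower and is not excluded. With edgeR's TMM factors the share was at most 66.1%, between the shares that would exclude the scaling to library depth or bear it out, with DESeq2 91% to 93%, with a shift to a common median 51% to 56%, and with quantile normalization 48.6% to 52.1%, under 50% in 5 of 7 populations. The share cannot be told apart from the scaling, since the table holds reads in peaks alone and no spike-in. A wider opening of chromatin on activation remains the untested biological explanation.

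In CD8+ T_EMRA_, 4 of 17 NK cell receptor genes had a higher peak and 2 of 7 innate-like T cell genes a lower one than in CD8+ T_EM_, and most genes of both lists had none (camera with an estimated correlation, adjusted p = 0.0044 and 0.012). Over all peaks, a limma fit to only these groups called 0, and edgeR called 1020. Of the 9 calls at NK cell receptor genes, 5 lie among 6 *KIR* peaks (median log2 change 2.12, range 1.12, 6 when adjusted over these alone), where reads shared between *KIR* genes stay open, since shared reads and a real gain both raise them. The other genes cannot decide this, since reads shared between *KIR* genes do not fall in their 119 peaks. Those peaks had a median log2 change of 0.31 and 4 calls (15 when adjusted over these alone, camera p = 1.36e-18, estimated correlation p = 0.000594). The rise of the list therefore does not rest on *KIR* peaks alone. Whether sorted CD8+ T_EM_ hold more innate-like T cells, which the sort by CCR7 and CD45RA would not remove, stays open.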

How the results depend on the processing

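The settings without 1 or both shallow libraries, and those that keep an identical column, were chosen after the data were seen, and the other settings were written earlier. *GZMB*, *CCL4*, *AIM2*, *S1PR5* and *ZNF667*, at the peaks named in the text, kept their direction and their call under all settings run. Over the comparisons of named peaks, 3211 of 3394 values kept both, 178 were no longer past the threshold, 5 passed it, and 0 changed direction. The peaks of CD8+ T_EMRA_ against CD8+ T_EM_ at *KIR2DL4*, *KIR2DL1*, *KIR3DL2*, *CCL20* and *DPP4* were among those lost, without replicate 4 and in fits to only the groups compared. Of the gene lists, 1577 of 1649 values kept direction and call, 72 fell below the threshold and 0 reversed. For the motif deviations these numbers were 265 of 272, with 7 reversed. Counts of DAR against resting naïve cells stayed within 1.5 times in 76 of 90 values, and those of stimulated against resting cells in 111 of 126. Counts between stimulated groups, 5 of memory against naïve cells and 3 between memory subsets, did so in 58 of 144.

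The following values moved beyond the spread or beyond 1.5 times, lost or gained a call, or reversed. The fold and rppm thresholds lower a count by construction, and for the other settings the cause was not tested. The edgeR test on the recovered reads gave DAR of resting memory against resting naïve cells 10680 (CD4+ T_CM_), DAR between resting memory subsets 2408 (CD4+ T_EM_ against T_CM_), 13585 (CD8+ T_EM_ against T_CM_) and 1020 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 681 (CD8+ T_EMRA_), DAR between stimulated memory subsets 505 (CD8+ T_EM_ against T_CM_) and 1645 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 874 (T_EM_ against T_CM_ between lineages), 1324 (the response of CD4+ T_CM_ minus naïve), 4486 (the response of CD4+ T_EM_ minus naïve), 111 (the response of CD4+ T_EM_ minus T_CM_), 1160 (the response of CD8+ T_EM_ minus T_CM_) and 7 (the response of CD8+ T_EMRA_ minus T_EM_), percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 86 (CD8+ T_EMRA_), and ratio of primed to naïve peaks 0.86 (CD8+ T_EM_) and 0.91 (CD8+ T_EMRA_). DESeq2 on the recovered reads gave DAR between resting memory subsets 2411 (CD4+ T_EM_ against T_CM_) and 737 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 732 (CD8+ T_EMRA_), DAR between stimulated memory subsets 882 (CD8+ T_EM_ against T_CM_) and 1616 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 1168 (T_EM_ against T_CM_ between lineages), 1310 (the response of CD4+ T_CM_ minus naïve), 4437 (the response of CD4+ T_EM_ minus naïve), 290 (the response of CD4+ T_EM_ minus T_CM_) and 1667 (the response of CD8+ T_EM_ minus T_CM_), and percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 81.6 (CD8+ T_EMRA_). At an absolute log2 fold change over 1.5, the values were DAR of resting memory against resting naïve cells 3288 (CD4+ T_CM_), 7254 (CD4+ T_EM_), 5827 (CD8+ T_CM_), 15179 (CD8+ T_EM_) and 17095 (CD8+ T_EMRA_), DAR between resting memory subsets 441 (CD4+ T_EM_ against T_CM_), 3586 (CD8+ T_EM_ against T_CM_) and 137 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 1385 (CD4+ T_CM_), 1473 (CD4+ T_EM_), 1018 (CD8+ T_CM_), 6012 (CD8+ T_EM_) and 2644 (CD8+ T_EMRA_), DAR between stimulated memory subsets 113 (CD8+ T_EM_ against T_CM_) and 2574 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated against resting cells 44377 (naïve CD4+ T cells), 41572 (CD4+ T_CM_), 39537 (CD4+ T_EM_), 45237 (naïve CD8+ T cells), 39789 (CD8+ T_CM_), 34705 (CD8+ T_EM_) and 32800 (CD8+ T_EMRA_), DAR over all resting pairs 29732, and percent of DAR gaining accessibility in resting cells 51.4 (CD8+ T_EM_ against T_CM_). Over peaks with a mean of at least 2 rppm, which tests fewer peaks, the values were DAR of resting memory against resting naïve cells 17334 (CD8+ T_EM_) and 18727 (CD8+ T_EMRA_), DAR of stimulated memory against stimulated naïve cells 1385 (CD4+ T_CM_), 1675 (CD4+ T_EM_), 1578 (CD8+ T_CM_), 8093 (CD8+ T_EM_) and 7852 (CD8+ T_EMRA_), DAR between stimulated memory subsets 164 (CD8+ T_EM_ against T_CM_) and 4328 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated against resting cells 34017 (naïve CD4+ T cells), 31835 (CD4+ T_CM_), 30104 (CD4+ T_EM_), 35159 (naïve CD8+ T cells), 31206 (CD8+ T_CM_), 29380 (CD8+ T_EM_) and 32724 (CD8+ T_EMRA_), peaks whose change differed 268 (T_EM_ against T_CM_ between lineages), DAR over all resting pairs 29874, conserved or stimulation peaks 43280 (CD4+ T_CM_), 39368 (CD4+ T_EM_), 37915 (CD8+ T_CM_), 28948 (CD8+ T_EM_) and 23349 (CD8+ T_EMRA_), difference in distance 0.188 (CD4+ T_EM_ minus T_CM_, to naïve), 0.333 (CD8+ T_EM_ minus T_CM_, to naïve), 0.227 (CD8+ T_EM_ to T_CM_ minus T_EMRA_ to T_EM_), -0.125 (CD4+ T_CM_ to naïve, stimulated minus resting), -0.288 (CD4+ T_EM_ to naïve, stimulated minus resting), -0.27 (CD8+ T_CM_ to naïve, stimulated minus resting), -0.415 (CD8+ T_EM_ to naïve, stimulated minus resting) and -0.059 (response of CD4+ T_EM_ minus T_CM_), motif deviation difference 0.08 (IRF in CD4+ T_EM_ against T_CM_), and ratio of motif share to matched peaks 0.6 (LEF1/TCF7 in naïve peaks of CD4+ T_CM_), 1.21 (LEF1/TCF7 in naïve peaks of CD8+ T_CM_), 1.3 (T-box in primed peaks of CD4+ T_CM_), 1.44 (T-box in memory peaks of CD8+ T_EM_) and 2.5 (T-box in memory peaks of CD8+ T_EMRA_). With each library shifted to a common median log2 ratio, the values were DAR of stimulated memory against stimulated naïve cells 9995 (CD8+ T_EMRA_), DAR between stimulated memory subsets 162 (CD8+ T_EM_ against T_CM_), peaks whose change differed 23 (the response of CD4+ T_EM_ minus T_CM_) and 400 (the response of CD8+ T_EMRA_ minus T_EM_), percent of DAR gaining accessibility in resting cells 57.7 (CD8+ T_EM_ against T_CM_), percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 54.3 (CD8+ T_EM_) and 61.2 (CD8+ T_EMRA_), primed peaks 4416 (CD4+ T_EM_), and ratio of primed to naïve peaks 0.8 (CD4+ T_EM_), 0.91 (CD8+ T_CM_), 0.72 (CD8+ T_EM_) and 0.69 (CD8+ T_EMRA_). Quantile normalization gave DAR of stimulated memory against stimulated naïve cells 5783 (CD4+ T_CM_), 6818 (CD4+ T_EM_), 6799 (CD8+ T_CM_) and 6809 (CD8+ T_EMRA_), DAR between stimulated memory subsets 6 (CD4+ T_EM_ against T_CM_), 949 (CD8+ T_EM_ against T_CM_) and 6749 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 6 (the response of CD4+ T_EM_ minus T_CM_) and 253 (the response of CD8+ T_EM_ minus T_CM_), percent of DAR gaining accessibility in resting cells 57 (CD8+ T_EM_ against T_CM_), percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 52.1 (CD8+ T_EM_) and 50.3 (CD8+ T_EMRA_), percent of DAR gaining accessibility in stimulated against resting cells 49.1 (naïve CD4+ T cells), 49.4 (CD4+ T_CM_), 49.1 (naïve CD8+ T cells), 49.7 (CD8+ T_CM_) and 48.6 (CD8+ T_EMRA_), primed peaks 2378 (CD4+ T_CM_), 4025 (CD4+ T_EM_), 4378 (CD8+ T_CM_), 7028 (CD8+ T_EM_) and 7222 (CD8+ T_EMRA_), and ratio of primed to naïve peaks 0.75 (CD4+ T_EM_), 0.81 (CD8+ T_CM_), 0.58 (CD8+ T_EM_) and 0.54 (CD8+ T_EMRA_). A pseudocount of 0.1 gave DAR between resting memory subsets 106 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 456 (CD4+ T_CM_), 665 (CD4+ T_EM_), 383 (CD8+ T_CM_), 8491 (CD8+ T_EM_) and 9007 (CD8+ T_EMRA_), DAR between stimulated memory subsets 7 (CD8+ T_EM_ against T_CM_) and 2751 (CD8+ T_EMRA_ against T_EM_), and peaks whose change differed 187 (the response of CD8+ T_EM_ minus T_CM_) and 32 (the response of CD8+ T_EMRA_ minus T_EM_). A pseudocount of 1 gave DAR between resting memory subsets 423 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 7553 (CD8+ T_EMRA_), DAR between stimulated memory subsets 569 (CD8+ T_EM_ against T_CM_) and 6271 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 244 (T_EM_ against T_CM_ between lineages) and 764 (the response of CD8+ T_EMRA_ minus T_EM_), and percent of variance 55.7 (resting PC1) and 10.8 (all-library PC2). At an FDR of 0.01, there were primed peaks 2449 (CD4+ T_CM_), 4468 (CD4+ T_EM_) and 4781 (CD8+ T_CM_). The donor as a replicate block gave DAR between resting memory subsets 495 (CD8+ T_EMRA_ against T_EM_), DAR between stimulated memory subsets 1 (CD4+ T_EM_ against T_CM_) and 861 (CD8+ T_EM_ against T_CM_), and peaks whose change differed 558 (T_EM_ against T_CM_ between lineages), 87 (the response of CD4+ T_EM_ minus T_CM_), 894 (the response of CD8+ T_EM_ minus T_CM_) and 1069 (the response of CD8+ T_EMRA_ minus T_EM_). Fits to only the groups compared gave DAR between resting memory subsets 245 (CD4+ T_EM_ against T_CM_) and 0 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 5370 (CD4+ T_CM_), 5503 (CD4+ T_EM_) and 0 (CD8+ T_EMRA_), DAR between stimulated memory subsets 427 (CD8+ T_EM_ against T_CM_) and 0 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated against resting cells 29002 (CD8+ T_EMRA_), peaks whose change differed 468 (T_EM_ against T_CM_ between lineages), 1790 (the response of CD4+ T_CM_ minus naïve), 4963 (the response of CD4+ T_EM_ minus naïve), 7552 (the response of CD8+ T_EMRA_ minus naïve), 83 (the response of CD4+ T_EM_ minus T_CM_), 1203 (the response of CD8+ T_EM_ minus T_CM_) and 0 (the response of CD8+ T_EMRA_ minus T_EM_), and primed peaks 6246 (CD4+ T_CM_) and 7042 (CD8+ T_EMRA_). With all peaks in place of DAR there was percent of variance 40.2 (resting PC1), 13.9 (resting PC2) and 10.2 (all-library PC2). Scaling to unit variance gave percent of variance 44.5 (resting PC1), 46.9 (all-library PC1) and 12.6 (all-library PC2). Scanning the whole peak gave motif deviation difference 0.21 (LEF1/TCF7 in CD4+ T_CM_ against naïve), and ratio of motif share to matched peaks 1.98 (LEF1/TCF7 in naïve peaks of CD4+ T_CM_) and 1.17 (T-box in memory peaks of CD4+ T_CM_). Promoters taken as peaks within 1000 bp of a start site gave promoter share of memory minus conserved peaks (percent) -3.5 (CD8+ T_EMRA_). Splitting the naïve libraries between the contrasts (median of 6 splits) gave primed peaks 4710 (CD8+ T_CM_).

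Keeping all 56 columns as labelled gave DAR between resting memory subsets 594 (CD4+ T_EM_ against T_CM_) and 150 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 10421 (CD4+ T_CM_), 10806 (CD4+ T_EM_), 1909 (CD8+ T_CM_) and 11211 (CD8+ T_EMRA_), DAR between stimulated memory subsets 13 (CD8+ T_EM_ against T_CM_), and peaks whose change differed 28 (T_EM_ against T_CM_ between lineages), 178 (the response of CD4+ T_CM_ minus naïve), 702 (the response of CD4+ T_EM_ minus naïve), 1360 (the response of CD8+ T_CM_ minus naïve), 2 (the response of CD4+ T_EM_ minus T_CM_), 119 (the response of CD8+ T_EM_ minus T_CM_) and 9 (the response of CD8+ T_EMRA_ minus T_EM_). Keeping the identical column as resting only gave motif deviation difference 0.12 (AP-1 in CD8+ T_EMRA_ against T_EM_) and 0.27 (IRF in CD4+ T_EM_ against T_CM_). Without the 2 shallow libraries, the values were DAR between resting memory subsets 2016 (CD4+ T_EM_ against T_CM_) and 865 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 5748 (CD4+ T_CM_), 6501 (CD4+ T_EM_), 6328 (CD8+ T_CM_) and 1616 (CD8+ T_EMRA_), DAR between stimulated memory subsets 6 (CD4+ T_EM_ against T_CM_), 2153 (CD8+ T_EM_ against T_CM_) and 3094 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 935 (T_EM_ against T_CM_ between lineages), 1925 (the response of CD4+ T_CM_ minus naïve), 5526 (the response of CD4+ T_EM_ minus naïve), 4507 (the response of CD8+ T_CM_ minus naïve), 16627 (the response of CD8+ T_EM_ minus naïve), 119 (the response of CD4+ T_EM_ minus T_CM_) and 1533 (the response of CD8+ T_EM_ minus T_CM_), percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 55.7 (CD8+ T_EMRA_), primed peaks 6026 (CD4+ T_CM_), and percent of variance 55.6 (resting PC1), 66.6 (all-library PC1) and 10.7 (all-library PC2). Without the shallow stimulated T_EMRA_ library, the values were DAR between resting memory subsets 1895 (CD4+ T_EM_ against T_CM_) and 793 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 5480 (CD4+ T_CM_), 6173 (CD4+ T_EM_), 6176 (CD8+ T_CM_) and 1437 (CD8+ T_EMRA_), DAR between stimulated memory subsets 5 (CD4+ T_EM_ against T_CM_), 1925 (CD8+ T_EM_ against T_CM_) and 2820 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 837 (T_EM_ against T_CM_ between lineages), 1696 (the response of CD4+ T_CM_ minus naïve), 5083 (the response of CD4+ T_EM_ minus naïve), 5472 (the response of CD8+ T_CM_ minus naïve), 18054 (the response of CD8+ T_EM_ minus naïve), 91 (the response of CD4+ T_EM_ minus T_CM_), 1366 (the response of CD8+ T_EM_ minus T_CM_) and 147 (the response of CD8+ T_EMRA_ minus T_EM_), and percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 56.4 (CD8+ T_EMRA_).

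Leaving out each replicate in turn, the lowest and highest values were, by result, DAR of resting memory against resting naïve cells 3133 to 7448 (CD4+ T_CM_), 8460 to 15683 (CD4+ T_EM_) and 8247 to 13780 (CD8+ T_CM_), DAR between resting memory subsets 327 to 1589 (CD4+ T_EM_ against T_CM_), 4295 to 10307 (CD8+ T_EM_ against T_CM_) and 4 to 304 (CD8+ T_EMRA_ against T_EM_), DAR of stimulated memory against stimulated naïve cells 418 to 3849 (CD4+ T_CM_), 592 to 4440 (CD4+ T_EM_), 269 to 3185 (CD8+ T_CM_), 8885 to 20364 (CD8+ T_EM_) and 413 to 25028 (CD8+ T_EMRA_), DAR between stimulated memory subsets 0 to 1 (CD4+ T_EM_ against T_CM_), 0 to 1039 (CD8+ T_EM_ against T_CM_) and 1500 to 14871 (CD8+ T_EMRA_ against T_EM_), peaks whose change differed 1 to 212 (T_EM_ against T_CM_ between lineages), 251 to 928 (the response of CD4+ T_CM_ minus naïve), 968 to 3845 (the response of CD4+ T_EM_ minus naïve), 1167 to 3607 (the response of CD8+ T_CM_ minus naïve), 5006 to 13765 (the response of CD8+ T_EM_ minus naïve), 2 to 51 (the response of CD4+ T_EM_ minus T_CM_), 20 to 578 (the response of CD8+ T_EM_ minus T_CM_) and 0 to 556 (the response of CD8+ T_EMRA_ minus T_EM_), percent of DAR gaining accessibility in resting cells 39.6 to 51.6 (CD8+ T_EM_ against T_CM_), percent of DAR gaining accessibility in stimulated memory against stimulated naïve cells 32.7 to 38.3 (CD8+ T_EM_) and 13.3 to 71.7 (CD8+ T_EMRA_), percent of DAR gaining accessibility in stimulated against resting cells 86.2 to 87.6 (naïve CD4+ T cells), 86.1 to 86.9 (CD4+ T_CM_), 85.8 to 87.1 (naïve CD8+ T cells), 86.8 to 87.5 (CD8+ T_CM_) and 74.6 to 89.1 (CD8+ T_EMRA_), primed peaks 1961 to 4352 (CD4+ T_CM_), 3988 to 7980 (CD4+ T_EM_) and 4599 to 8694 (CD8+ T_CM_), ratio of primed to naïve peaks 2.46 to 4.07 (CD4+ T_EM_), 2.88 to 3.56 (CD8+ T_CM_), 1.76 to 1.9 (CD8+ T_EM_) and 1.67 to 2.02 (CD8+ T_EMRA_), percent of variance 53.7 to 56.4 (resting PC1), 15.9 to 18.2 (resting PC2), 59.9 to 66.1 (all-library PC1) and 10.7 to 11.1 (all-library PC2), and motif deviation difference -1.12 to 0.92 (AP-1 in CD8+ T_EMRA_ against T_EM_) and -0.34 to 0.06 (IRF in CD4+ T_EM_ against T_CM_). The cause was not tested.

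Depth limits the thinly covered peaks. Reads in peaks ranged from 0.19 to 9.76 M per library, and at the lowest depth 1 read is worth several rppm, more than the mean of many peaks.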

Differences from the paper's values

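The alternatives named here were set before the data were examined. A value of the paper counts as different where it lies more than 1.5 times from the value here. The spread between donors does not enter this rule. A gap is called closed where an alternative came within 1.5 times of the paper's value, which does not mean that the 2 values were equal. The methods state DESeq2 with a log2 fold change over 1.5, and the supplementary table and Fig. 4e use 1, which was used here with limma. Regions higher in CD4+ T_CM_ than in CD4+ T_EM_ numbered 158 here against the paper's about 680 in Fig. 4e, read by eye, a gap closed under edgeR on the recovered reads (628) and DESeq2 on the recovered reads (569) and not under the other 12 alternatives. Regions higher in CD4+ T_EM_ than in CD4+ T_CM_ numbered 922 here against the paper's about 1600 in Fig. 4e, read by eye, a gap closed under the donor as a replicate block (1242), without replicate 2 (1286), edgeR on the recovered reads (1780) and DESeq2 on the recovered reads (1842) and not under the other 10 alternatives. Regions higher in CD8+ T_EM_ than in CD8+ T_CM_ numbered 3858 here against the paper's about 5900 in Fig. 4e, read by eye, a gap closed under a shift to a common median log2 ratio (5105), quantile normalization (4506), the donor as a replicate block (4223), without replicate 2 (4080), edgeR on the recovered reads (5923) and DESeq2 on the recovered reads (5778) and not under the other 8 alternatives. Regions higher in CD8+ T_EM_ than in CD8+ T_EMRA_ numbered 140 here against the paper's about 300 in Fig. 4e, read by eye, a gap closed under the donor as a replicate block (250), edgeR on the recovered reads (395) and DESeq2 on the recovered reads (411) and not under the other 11 alternatives. Regions higher in CD8+ T_EMRA_ than in CD8+ T_EM_ numbered 134 here against the paper's about 210 in Fig. 4e, read by eye, a gap closed under a pseudocount of 1 (269) and the donor as a replicate block (245) and not under the other 12 alternatives.

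Over all libraries, the first component held 61.6% of the variance here against the paper's about 29% in Fig. 8a, read by eye, and none of the 7 alternatives was within it. Over all libraries, the second component held 10.4% of the variance here against the paper's about 22% in Fig. 8a, read by eye, and none of the 7 alternatives was within it.

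Shares of peak classes are taken here over all 150430 peaks, and the paper's pie charts are captioned as counts of DAR peaks without stating the total, so that the 2 need not count the same peaks. Conserved and stimulation peaks of CD8+ T_EMRA_ made up 41.2% here against the paper's about 70% in Fig. 8c, read by eye, a gap closed under a fold threshold of 1 in each contrast (54.9), an FDR of 0.01 (53.1), without replicate 2 (53), fits to only the groups compared (55.4) and DESeq2 on the recovered reads (52.7) and not under the other 10 alternatives. The subset that the pie chart shows is not stated. Uncategorised peaks made up 30% in CD4+ T_CM_, 30.9% in CD4+ T_EM_, 31.5% in CD8+ T_CM_, 39.8% in CD8+ T_EM_ and 46.5% in CD8+ T_EMRA_ here, against the paper's about 14% in Fig. 8c, read by eye. Only in CD4+ T_CM_ was the gap closed, with a fold threshold of 1 in each contrast (20.4) and not under the other 14 alternatives, and in no other subset by any alternative. Primed peaks made up 2.5% in CD4+ T_CM_ here against the paper's about 9.7% in Fig. 8c, read by eye, and none of the 15 alternatives was within it. Primed peaks made up 4.6% in CD4+ T_EM_ here against the paper's about 9.7% in Fig. 8c, read by eye, a gap closed under peaks with a mean of at least 2 rppm (8.8) and not under the other 14 alternatives. Primed peaks made up 4.8% in CD8+ T_CM_ here against the paper's about 9.7% in Fig. 8c, read by eye, a gap closed under peaks with a mean of at least 2 rppm (9.4) and not under the other 14 alternatives.

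Supplementary Data 6 gives shares for CD4+ cells without naming a subset, and both subsets are set beside them. Conserved peaks were 32.1% in CD4+ T_CM_ against the paper's 50.03%, a gap closed under a fold threshold of 1 in each contrast (46.9), an FDR of 0.01 (44.2), a pseudocount of 0.1 (36.8), a shift to a common median log2 ratio (34.8), quantile normalization (37.4), without replicate 1 (42), without replicate 3 (40.5) and without replicate 4 (42.7) and not under the other 7 alternatives. Conserved peaks were 30.2% in CD4+ T_EM_ against the paper's 50.03%, a gap closed under a fold threshold of 1 in each contrast (44.7), an FDR of 0.01 (42.4), a pseudocount of 0.1 (35.1), quantile normalization (36.5), without replicate 1 (40.7), without replicate 3 (39.5) and without replicate 4 (40.7) and not under the other 8 alternatives. Memory peaks were 0.1% in CD4+ T_CM_ against the paper's 2.91%, and none of the 15 alternatives was within it. Memory peaks were 0.1% in CD4+ T_EM_ against the paper's 2.91%, and none of the 15 alternatives was within it. Naïve peaks were 1.6% in CD4+ T_EM_ against the paper's 0.88%, a gap closed under a fold threshold of 1 in each contrast (1.2), an FDR of 0.01 (0.8), a pseudocount of 0.1 (0.8), without replicate 1 (0.8), without replicate 3 (0.7) and without replicate 4 (0.8) and not under the other 9 alternatives. Uncategorised peaks were 30% in CD4+ T_CM_ against the paper's 7.19%, and none of the 15 alternatives was within it. Uncategorised peaks were 30.9% in CD4+ T_EM_ against the paper's 7.19%, and none of the 15 alternatives was within it. Primed peaks were 2.5% in CD4+ T_CM_ against the paper's 6.26%, a gap closed under peaks with a mean of at least 2 rppm (5.3) and fits to only the groups compared (4.2) and not under the other 13 alternatives.

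An AP-1 motif is a consensus match in the central 250 bp here, and a HOMER weight matrix in the paper. A gap called closed here lies within 1.5 times, and each share stayed below the paper's. In CD4+ T_CM_, 20.9% of primed peaks held it against the paper's 59.67%, a gap closed under motifs scanned in the whole peak (42) and not under the other alternative. In CD4+ T_EM_, 21.7% of primed peaks held it against the paper's 60.49%, a gap closed under motifs scanned in the whole peak (41.2) and not under the other alternative. In CD8+ T_CM_, 18.5% of primed peaks held it against the paper's 54.76%, a gap closed under motifs scanned in the whole peak (36.7) and not under the other alternative. In CD8+ T_EM_, 19% of primed peaks held it against the paper's 55.04%, and none of the 2 alternatives was within it.

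The paper states that *PRF1*, the perforin gene, gained accessibility in effector-memory subsets alone, and here 2 of its peaks also rose in CD8+ T_CM_, with log2 fold changes of 1.36 and 1.55 at the upstream peaks, while CD8+ T_EM_ and CD8+ T_EMRA_ rose by 3.34 and 3.75 at the first. The first gain did not hold without replicate 3 nor the second without replicate 1, and 2 other peaks fell in CD8+ T_CM_. The paper states that chromatin around *GPR15*, a homing receptor gene, was less accessible in T_EM_ subsets. Here it was lower in CD8+ T_EM_ than in CD8+ T_CM_ at 2 of 12 peaks and did not differ between CD4+ T_EM_ and CD4+ T_CM_. It was above naïve cells at 6 peaks in CD4+ T_EM_ and 7 in CD8+ T_EM_. For *VBP1*, 1 peak and not 2 differed between CD8+ T_EM_ and CD8+ T_CM_, and the exact AHR consensus lay in the peak that did not differ. Sites with a mismatch were not counted, so an AHR site in the peak that differed is not excluded. The paper takes the product of the gene to be VHL itself, and the gene annotation gives a VHL-binding protein. At the *INPP4B* promoter, where the paper reports AHR and HIF1A motifs, 0 sites for either full consensus were found, with 11 and 2 copies of the shorter cores. The promoter peak itself was lower in CD8+ T_EM_ than in CD8+ T_CM_, as the paper shows, a call lost under quantile normalization. At IRF motifs, the paper reports higher accessibility in effector-memory subsets, and here CD8+ T_EM_ and CD8+ T_EMRA_ exceeded naïve cells by 8.88 and 12.38. CD8+ T_CM_ exceeded naïve cells as well, by 6.6 without overlap. CD8+ T_EM_ exceeded CD8+ T_CM_ by 2.28 with overlap between libraries (exact permutation test, p = 0.3143). CD4+ T_EM_ exceeded naïve cells by 3.01 with overlap (exact p = 0.2) and differed from CD4+ T_CM_ by -0.11. The paper states that conserved and stimulation regions form the majority in memory cells, which held in 3 of 5 subsets and not in CD8+ T_EM_ (48.5%) or CD8+ T_EMRA_ (41.2%). It held in CD8+ T_EM_ without replicate 1 (56.4%), 3 (55.6%) or 4 (57.1%) and in CD8+ T_EMRA_ without replicate 2 (53%), with a fold threshold of 1 (54.9%), an FDR of 0.01 (53.1%), fits to only the groups compared (55.4%) and DESeq2 (52.7%). The fold threshold, the FDR of 0.01 and a pseudocount of 0.1 also gave it in CD8+ T_EM_ (62.2%, 58.1% and 53.4%). The paper states that promoters were more enriched in conserved regions than in its other classes. Here conserved peaks held a higher share than stimulation and primed peaks in all 5 subsets. Naïve peaks of CD8+ T_EMRA_ (8.1%) held a higher share than conserved ones (5.8%), which was not counted again without the shallow library. Uncategorised peaks, which are not among the classes the paper names, held 12.7% to 16.4%. The paper gives primed regions as over 2 times as frequent as memory or naïve regions. Here the ratio to naïve peaks was 2.82 or more in CD4+ T_CM_, CD4+ T_EM_ and CD8+ T_CM_, while it was 1.76 in CD8+ T_EM_ and 1.78 in CD8+ T_EMRA_. The ratio to naïve peaks fell below 1 in CD4+ T_EM_, CD8+ T_CM_, CD8+ T_EM_ and CD8+ T_EMRA_ with a median shift (0.80, 0.91, 0.72 and 0.69) and quantile normalization (0.75, 0.81, 0.58 and 0.54), and in CD8+ T_EM_ and CD8+ T_EMRA_ with edgeR (0.86 and 0.91). The ratio to memory peaks was 13.87 or more in all 5 subsets. The *PDCD1* locus is described as made up mainly of primed regions, which held for 6 of 9 peaks in the plotted window in CD8+ T_EM_ and 5 of 9 in CD8+ T_EMRA_ and CD4+ T_EM_, and not in CD8+ T_CM_ (3) or CD4+ T_CM_ (2). The paper holds that CD4+ T_EM_ change more on activation than CD4+ T_CM_, in transcription and in accessibility, and transcription was not analysed here. Against their own rest, 61535 peaks changed in CD4+ T_EM_ and 63416 in CD4+ T_CM_. Against stimulated naïve cells, DAR numbered 3169 in CD4+ T_EM_ and 2883 in CD4+ T_CM_. The response differed from that of naïve cells, in either direction, at 2642 peaks in CD4+ T_EM_ and 811 in CD4+ T_CM_.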

Other observations

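For genes whose expression the paper discusses after activation, accessibility in stimulated CD8+ T_EM_ was compared with stimulated naïve CD8+ T cells (SD, n = 4 each). *MSC*, the musculin gene, was higher at the peak nearest its start site (17.2 ± 2.79 against 3.03 ± 1.61 rppm, log2 fold change 2.41, adjusted p = 4.73e-05), as were peaks with the smallest adjusted p at *TBX21*, the T-BET gene (10.4 ± 1.86 against 3.13 ± 1.24 rppm, log2 fold change 1.63, adjusted p = 7.78e-05), and *IL4*, the gene of the type 2 cytokine (29.3 ± 13.2 against 12.1 ± 6.31 rppm, log2 fold change 1.31, adjusted p = 0.0441). The exons of *GZMH*, a granzyme gene (6.39 ± 1.02 against 1.69 ± 0.493 rppm, log2 fold change 1.67, adjusted p = 0.00218), and *CXCR3*, a chemokine receptor gene (0.531 ± 0.14 against 2.33 ± 1.08 rppm, log2 fold change -1.38, adjusted p = 0.00421), changed in opposite directions. A distal peak of *EOMES*, a T-box gene, was higher (13.6 ± 3.32 against 2.42 ± 2.21 rppm, log2 fold change 2.51, adjusted p = 3.71e-06), and a distal peak of *IRF8*, an interferon regulatory factor gene, was lower (0.084 ± 0.168 against 1.58 ± 0.613 rppm, log2 fold change -1.83, adjusted p = 0.000226). At the peaks nearest their start sites, the log2 fold changes were 0.79 for *EOMES*, -0.69 for *IRF8*, -0.02 for *TBX21*, 0.60 for *GZMH* and 0.34 for *CXCR3*. The calls at *IL4*, *GZMH* and *CXCR3* did not hold under each setting run.

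Other splits of the libraries into groups of the same sizes, 35 for 4 against 4 or 4 against 3, were counted after the results were seen, and each count of DAR is given with the highest of the other splits in parentheses. For resting memory against naïve cells these were 6411 (3189) for CD4+ T_CM_, 13691 (7670) for CD4+ T_EM_, 12400 (2076) for CD8+ T_CM_, 26553 (6417) for CD8+ T_EM_ and 28854 (8315) for CD8+ T_EMRA_. Between resting subsets they were 1080 (127) for CD4+ T_EM_ against T_CM_, 8542 (1658) for CD8+ T_EM_ against T_CM_ and 274 (209) for CD8+ T_EMRA_ against T_EM_. For stimulated memory against stimulated naïve cells they were 2883 (663) for CD4+ T_CM_, 3169 (875) for CD4+ T_EM_, 3209 (1482) for CD8+ T_CM_ and 17571 (798) for CD8+ T_EM_, and 251 (85) for stimulated CD8+ T_EM_ against T_CM_. For stimulated against resting cells they were 63416 (26951) for CD4+ T_CM_, 61535 (23842) for CD4+ T_EM_, 69657 (32816) for naïve CD8+ T cells, 61991 (26064) for CD8+ T_CM_, 56168 (25276) for CD8+ T_EM_ and 58089 (43281) for CD8+ T_EMRA_. Chance can be excluded for these counts if libraries are exchanged freely. The splits that part as many donor pairs are 8, too few for a share under 0.05, and each real count exceeded the other 7. The 274 was 4 without replicate 4 and 0 in a limma fit to only those groups, and 1020 with edgeR. With free exchange, chance is not excluded for 16887 (19819) in stimulated CD8+ T_EMRA_ against naïve cells, where 2 of 35 splits were as large. The same holds for 10265 (13164) in stimulated CD8+ T_EMRA_ against T_EM_, where 3 of 35 were. It holds as well for 0 (2) in stimulated CD4+ T_EM_ against T_CM_, where limma called 0 peaks in the real split, so that 35 of 35 were. There, edgeR and DESeq2 also called 0. With limma, 5392 of 150430 peaks had an unadjusted p under 0.05, fewer than the share of 0.05 that chance alone gives. That fit holds the shallow library and no donor term, so the share does not show that the subsets are alike. For naïve CD4+ T cells, stimulated against resting, the real split gave 68771 and the highest other 0, and 10 splits of 3 against 3 are too few for a share under 0.05.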
